# Differential transcriptomic profiles effected by oil palm phenolics indicate novel health outcomes

**DOI:** 10.1186/1471-2164-12-432

**Published:** 2011-08-25

**Authors:** Soon-Sen Leow, Shamala Devi Sekaran, Kalyana Sundram, YewAi Tan, Ravigadevi Sambanthamurthi

## Abstract

**Background:**

Plant phenolics are important nutritional antioxidants which could aid in overcoming chronic diseases such as cardiovascular disease and cancer, two leading causes of death in the world. The oil palm (*Elaeis guineensis*) is a rich source of water-soluble phenolics which have high antioxidant activities. This study aimed to identify the *in vivo *effects and molecular mechanisms involved in the biological activities of oil palm phenolics (OPP) during healthy states via microarray gene expression profiling, using mice supplemented with a normal diet as biological models.

**Results:**

Having confirmed via histology, haematology and clinical biochemistry analyses that OPP is not toxic to mice, we further explored the gene expression changes caused by OPP through statistical and functional analyses using Illumina microarrays. OPP showed numerous biological activities in three major organs of mice, the liver, spleen and heart. In livers of mice given OPP, four lipid catabolism genes were up-regulated while five cholesterol biosynthesis genes were down-regulated, suggesting that OPP may play a role in reducing cardiovascular disease. OPP also up-regulated eighteen blood coagulation genes in spleens of mice. OPP elicited gene expression changes similar to the effects of caloric restriction in the hearts of mice supplemented with OPP. Microarray gene expression fold changes for six target genes in the three major organs tested were validated with real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR), and the correlation of fold changes obtained with these two techniques was high (R^2 ^= 0.9653).

**Conclusions:**

OPP showed non-toxicity and various pleiotropic effects in mice. This study implies the potential application of OPP as a valuable source of wellness nutraceuticals, and further suggests the molecular mechanisms as to how dietary phenolics work *in vivo*.

## Background

The continuous improvement in the quality of life in recent years, together with the advancement of science and technology, has created a more health-conscious society. Data from large population studies suggest that lifestyle factors, such as sedentary lifestyle, dietary intake and adiposity are responsible for 70% of chronic diseases and are a major contributor to reduced longevity [1]. Thus, society now realises the importance of physical activity and dietary intervention towards the prevention of chronic diseases and ageing. Chronic diseases such as cardiovascular disease and cancer are by far the leading cause of mortality in the world, representing 60% of all deaths [2].

Prooxidants such as reactive oxygen species (ROS) play important roles in triggering chronic diseases. For example, the hydroxyl radical causes lipid peroxidation, modification of DNA bases or protein damage and in turn, leads to tissue damage, chronic diseases and ageing [3]. In addition to oxidising macromolecules such as DNA in the body, prooxidants have been found to regulate gene expression, of which two well-defined transcription factors, nuclear factor kappa-B and activator protein-1 are affected, causing inflammation [4]. Inflammation thus links oxidative stress with chronic diseases.

Many studies conducted recently have shown that diets containing high amounts of phytochemicals can provide protection against these prooxidant-induced diseases, due to their high antioxidant activities. Antioxidants preclude prooxidant-induced tissue damage by preventing the formation of these prooxidants, by scavenging them or by promoting their decomposition [3]. Antioxidants are also found to be caloric restriction mimetics, the only intervention known to lengthen the median lifespan of animals [5]. Among the different groups of naturally occurring antioxidants from plants, carotenoids and phenolics are perhaps the two most important [6]. Phenolics comprise an aromatic ring, and are important antioxidants because of their high redox potential, which allows them to act as reducing agents, hydrogen donors, singlet oxygen quenchers and metal chelators [6]. Around 8000 phenolic compounds have been identified thus far, and they have been classified into different categories based on their basic structures [7]. Phenolics possess many therapeutic properties. For example, flavonoids have been shown to have antioxidant, neuroprotective, cardioprotective, lipid-lowering, anti-hepatotoxic, anti-allergic, anti-cancer, anti-inflammatory, anti-thrombotic and anti-microbial activities [8].

Besides their antioxidant properties, phytochemicals such as phenolics are also known to influence gene expression [9]. Microarray analysis has thus been suggested as a tool to identify modulations of multiple gene networks by antioxidant micronutrients [10], as the expression profiles of thousands of genes can be measured in a single experiment [11]. As dietary intervention generally results in small effects on a big number of genes compared to pharmaceutical intervention which targets a specific biomarker, microarrays can therefore detect a combined effect of several genes belonging to a similar biological pathway [12]. Indeed, multi-component botanical therapeutics such as phenolics may become particularly valuable in the long-term prevention and treatment of complex diseases requiring extended administration and pleiotropic action [13]. In studies on plant phenolics, microarray studies have been carried out to test the biological effects of flavonoids in cultured cell lines *in vitro *[14,15] as well as in animals *in vivo *[12].

The oil palm (*Elaeis guineensis*) contains an excellent repertoire of antioxidant phytochemicals. Palm fruit oil contains many lipid-soluble antioxidants, such as carotenoids (precursors of vitamin A), as well as tocopherols and tocotrienols (isomers of vitamin E) [16-18]. Another relatively new antioxidant phytochemical from the oil palm fruit is the water-soluble phenolic acid-rich complex, which is recovered from the oil palm vegetation liquor through a series of centrifugation and membrane filtration steps [19]. These oil palm phenolics (OPP) consist mainly of phenolic acids, including three caffeoylshikimic acid isomers, protocatechuic acid and *p*-hydroxybenzoic acid [20,21]. OPP has been shown to display antioxidant properties and confer positive outcomes on degenerative diseases in various animal models without evidence of causing toxicity [21-23]. The utilisation of OPP in the nutraceutical market is however, subject to understanding the molecular mechanisms involved in bringing about the positive benefits observed, whether in healthy or diseased states. The aim of this study was thus to identify the *in vivo *biological effects and molecular mechanisms of these compounds during healthy states in three major organs (liver, spleen and heart) of mice on a normal diet, via microarray gene expression profiling.

## Results

### Weight gain delay and non-toxicity in mice supplemented with OPP

We first confirmed that OPP was not toxic to mice via physiology, histology, haematology and clinical biochemistry analyses. The body weights of mice steadily increased every week throughout the six weeks of feeding, with mice given OPP showing a delayed weight gain (Figure 1A). OPP did not significantly affect organ weights (Figure 1B), fluid intake (Figures 1C and 1D), food intake (Figures 1E and 1F), faecal output (Figures 1G and 1H), organ histology (Figure 2), as well as haematology and clinical biochemistry (Table 1) parameters.

**Figure 1:**
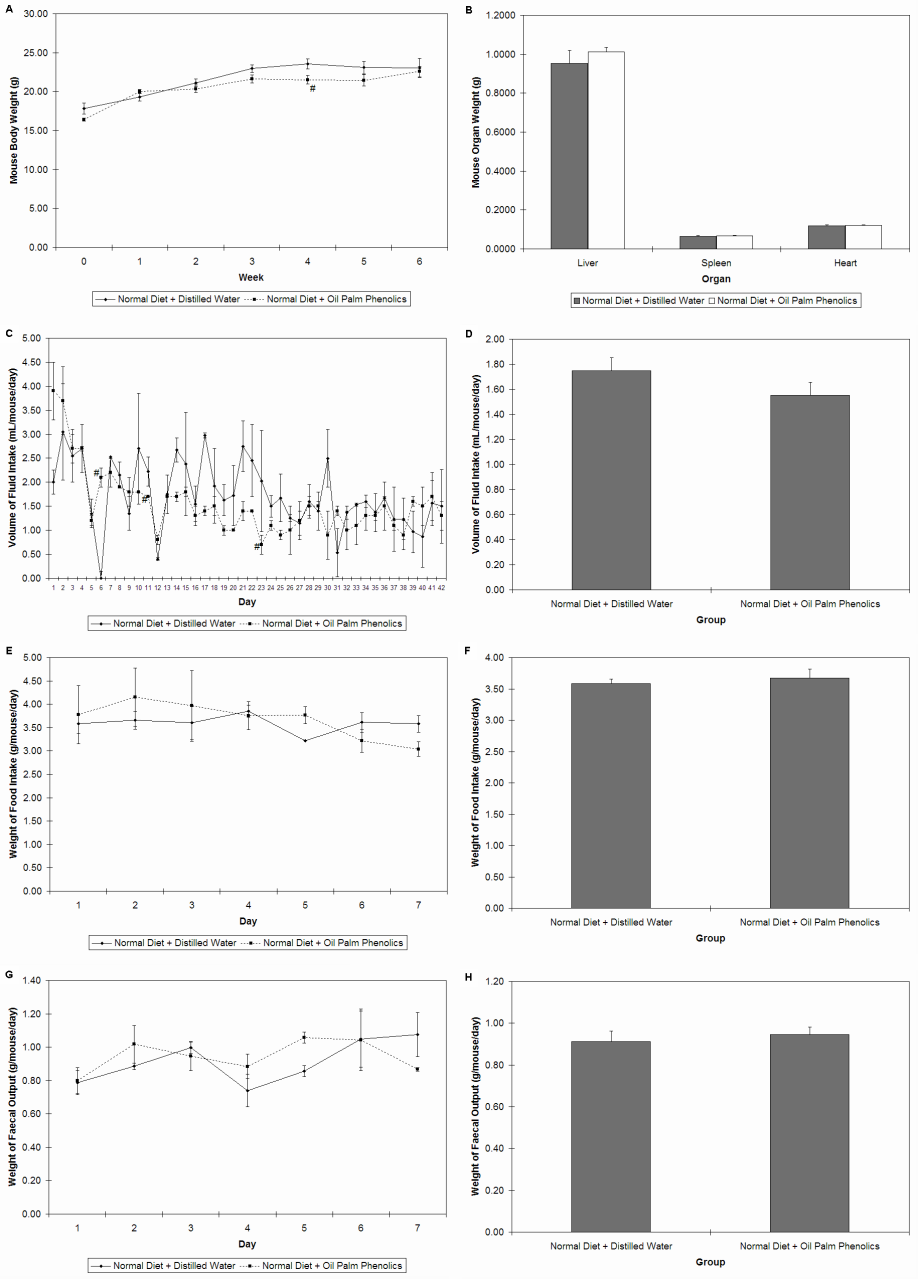
**Physiology parameters of mice**. **(A) **Body weights; n = 10. **(B) **Organ weights; n = 10. **(C) **Timeline of fluid intake; n = 2 cages (of 5 mice per cage). **(D) **Average daily fluid intake; n = 42 days. **(E) **Timeline of food intake, n = 2 cages (of 5 mice per cage). **(F) **Average daily food intake between week two to week three; n = 7 days. **(G) **Timeline of faecal output, n = 2 cages (of 5 mice per cage). **(H) **Average daily faecal output between week two to week three; n = 7 days. # P < 0.05 vs. Normal Diet + Distilled Water. Error bars indicate s.e.m.

**Figure 2:**
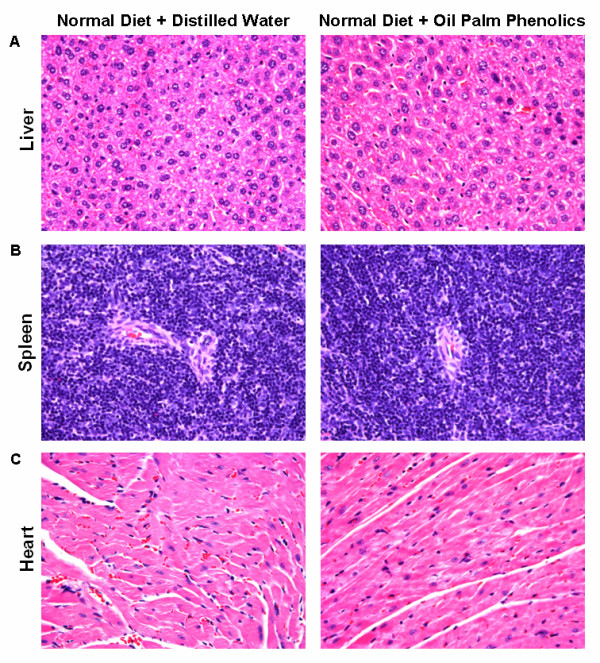
**OPP did not affect organ histology**. Representative haematoxylin and eosin stained tissue slices from the three major organs in each group were viewed under a light microscope with a magnification of X200. **(A) **Liver. **(B) **Spleen. **(C) **Heart.

**Table 1:** Haematology and clinical biochemistry parameters of mouse blood samples

Test	Normal Diet + Distilled Water	Normal Diet + Oil Palm Phenolics
Haematology	(*n = 4*)	(*n = 4*)
Red Blood Cells (X10^12^/L)	9.93 ± 0.32	10.15 ± 0.12
Haemoglobin (g/L)	148 ± 4	149 ± 1
Haematocrit/Packed Cell Volume (L/L)	0.40 ± 0.01	0.40 ± 0.00
Mean Corpuscular Volume (fL)	41 ± 1	40 ± 0
Mean Corpuscular Haemoglobin Concentration (g/L)	369 ± 6	373 ± 4
White Blood Cells (X10^9^/L)	2.0 ± 0.6	1.5 ± 0.3
Band Neutrophils (X10^9^/L)	0.05 ± 0.01	0.04 ± 0.01
Segmented Neutrophils (X10^9^/L)	0.48 ± 0.17	0.35 ± 0.09
Lymphocytes (X10^9^/L)	1.36 ± 0.38	1.01 ± 0.20
Monocytes (X10^9^/L)	0.09 ± 0.02	0.07 ± 0.02
Eosinophils (X10^9^/L)	0.03 ± 0.01	0.01 ± 0.00
Basophils (X10^9^/L)	0.00 ± 0.00	0.00 ± 0.00
Thrombocytes (X10^9^/L)	533 ± 111	621 ± 103
Prothrombin (g/L)	79 ± 2	80 ± 1
Clinical Biochemistry	(*n = 8*)	(*n = 7*)
Alanine Aminotransferase (U/L)	34.4 ± 3.3	42.5 ± 6.5
Aspartate Aminotransferase (U/L)	175.2 ± 23.8	240.4 ± 22.3
Glucose (mmol/L)	6.0 ± 1.1	6.7 ± 0.4
Serum Total Protein (g/L)	53.8 ± 1.8	53.8 ± 1.1
Albumin (g/L)	34.0 ± 0.9	33.1 ± 1.3
Globulin (g/L)	19.8 ± 1.1	20.8 ± 0.8
Albumin:Globulin	1.8 ± 0.1	1.6 ± 0.1
Total Cholesterol (mmol/L)	3.46 ± 0.13	3.53 ± 0.19
Triglycerides (mmol/L)	1.05 ± 0.08	1.04 ± 0.11
Low-Density Lipoproteins (mmol/L)	0.15 ± 0.02	0.18 ± 0.03
High-Density Lipoproteins (mmol/L)	2.79 ± 0.11	2.83 ± 0.17

Values shown are means ± s.e.m. Statistical analysis did not show significant differences in all the parameters measured.

### Overview of gene expression changes in the liver, spleen and heart

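Gene expression was measured on 23 arrays of the Illumina MouseRef-8 Version 1 Expression BeadChip, on which each probe gives 1 intensity and 1 detection p per sample. The samples were 4 control and 3 OPP livers, 4 control and 4 OPP spleens, and 4 control and 4 OPP hearts, each array of an organ from a different mouse. OPP mice drank the extract at 1500 ppm gallic acid equivalent for 6 weeks and control mice drank distilled water, on the same normal diet, and the organs were taken after an overnight fast. The groups were kept in separate cages, so that an effect of the cage could not be told apart from an effect of OPP. According to the paper, the samples of highest RNA integrity in each group were put on arrays and outlier samples were then removed by hierarchical clustering.
The authors extracted the values with BeadStudio, version 1.5.1.3 according to the submitters' processing notes, normalised them by the rank invariant method and assigned a value of 10 where a normalised value was below 10. The fold changes in Additional File 1 were recomputed from these values for all 250 liver, 142 spleen and 475 heart rows, with a largest difference of 0.052, 0.050 and 0.015 fold respectively. The values reported here start from the non-normalised intensities instead. Background was estimated from the detection p of each array and removed by limma's nec with an offset of 16, and the arrays of each organ were quantile normalised and put on the log2 scale. A probe was tested where its detection p was under 0.01 on at least 3 arrays of either group, which left 6434 probes in the liver, 8582 in the spleen and 9172 in the heart. Of the 24048 probes, 19398 had 1 gene symbol in the platform table, 120 were named through Additional File 1 and 4530 stayed unnamed, and 66 held no value in spleen and heart. OPP and control were compared by limma with a trended variance and the Benjamini-Hochberg adjustment.
Between 6388 and 6877 probes (median 6647.5) were detected on the control liver arrays and between 5349 and 7664 (median 7069) on the OPP liver arrays. In the spleen 8318 to 8957 (median 8631.5) were detected in controls and 8412 to 8815 (median 8616.5) with OPP, and in the heart 9022 to 9785 (median 9076.5) and 9023 to 9475 (median 9132). The lowest correlation between any pair of arrays was 0.910 in the liver, 0.958 in the spleen and 0.965 in the heart, and 0 pairs of arrays held identical values. Liver OPP replicate 3 had a background of 366.2 intensity units, against 154.7 to 169.5 on the control liver arrays and a median of 178.1 among the OPP livers. In the heart the background of every OPP array (50.1 to 54.9) lay below that of every control array (57.3 to 61.7), a separation that chance gives in 2.86% of splits of these arrays into groups of 4. The number of arrays limits the precision. In simulated data of the same size and spread, 62% of 2-fold changes were recovered at an adjusted p of 0.05 in the liver, 78% in the spleen and 94% in the heart, and of 1.5-fold changes 18%, 56% and 78% respectively. The simulated noise was independent between probes, and changes of up to 4-fold were planted, so that these shares may overstate the power on the real arrays.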

Illumina microarrays were used to study the effects of OPP in the livers, spleens and hearts of mice given a normal diet. 

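In the liver, the neutral amino acid transporter gene Slc38a2 had the smallest p, with a log2 change of -1.49 (SE 0.20, n = 4 control and 3 OPP livers), followed among the lower genes by the immediate early transcription factor gene Egr1, which was not detected on any OPP liver array, so that its log2 change of -2.01 (SE 0.37) is measured against signal near background. The lowest p values among higher genes belonged to BC025446 (0.94, SE 0.14), the glucuronidation gene Ugt1a6, Pdxdc1 (0.88, SE 0.15), Akr1c12 (0.90, SE 0.16) and the mitochondrial aspartate aminotransferase gene Got2 (0.79, SE 0.14). In the spleen they belonged to Gmpr (0.89, SE 0.16), Tacc1 (0.40, SE 0.07), Vwf, the proteoglycan gene Srgn (0.51, SE 0.10) and Zyx (n = 4 control and 4 OPP spleens), and among the lower genes to Gpr30 (-0.71, SE 0.14, detected on 0 OPP arrays), Tspyl1 (-0.56, SE 0.12), 1810009J06Rik (-2.98, SE 0.67, detected on 1 OPP array), an unnamed probe (-1.13, SE 0.21) and the replication clamp gene Pcna. In the heart the genes of low p included the higher genes Pdk4, Abhd1 (0.73, SE 0.12), Hsd17b11 (0.92, SE 0.15) and Calr3 (0.41, SE 0.07) and the lower genes Rack1, Selenof (-0.58, SE 0.09), Ndufc2, Tspan3 (-0.60, SE 0.10) and Tfrc (n = 4 control and 4 OPP hearts). None of these genes passed the adjusted threshold.
At an unadjusted p under 0.01, the threshold of the study, limma called 188 probes in the liver (137 higher and 51 lower), 145 in the spleen (100 and 45) and 423 in the heart (175 and 248). Chance alone gives about 64, 86 and 92 probes where the arrays hold no other structure. Other splits of the arrays of an organ into groups of the same sizes gave up to 240, 514 and 205 probes. In the liver 4 and in the spleen 3 of 35 splits, the real one included, gave as many as the real one. At an adjusted p under 0.05 limma called 0 probes in each organ, with smallest adjusted p of 0.25 in the liver, 0.473 in the spleen and 0.075 in the heart. With median scaling 15 spleen and 554 heart probes passed the adjusted threshold, and with all organs in 1 fit 426 liver, 24 spleen and 17 heart probes. At an unadjusted p under 0.05 limma called 719, 593 and 1290 probes. The methods' t-test, which the study did not use for the arrays, where it took the Illumina Custom error model, called 157, 106 and 314 probes at an unadjusted p under 0.01, 683, 524 and 1156 under 0.05, and 0 in each organ after adjustment. The arrays of the groups did not overlap for 799 liver probes (12.4% of those tested, where chance gives 5.71%), 309 spleen probes (3.60%, chance 2.86%) and 731 heart probes (7.97%, chance 2.86%). Of the genes in Additional File 1, 247 of 250, 142 of 142 and 472 of 475 were tested, all with the sign of the study, and 146, 110 and 352 of them had an unadjusted p under 0.01 here.
The split into higher and lower differed between settings. In the liver 72.9% of the probes called at the unadjusted threshold were higher, against 84.7% with the authors' values and 87.1% with rank invariant normalisation. With all organs in 1 fit, which changes the variance model as well as the scaling, 47.0% of 742 liver probes were higher. In the spleen 69.0% were higher, against 94.0% with median scaling, and in the heart 41.4% against 2.7% with median scaling, which moved the median of all heart probes by -0.118 on the log2 scale.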

OPP significantly changed 250 genes in the liver (196 genes up-regulated and 54 genes down-regulated), 142 genes in the spleen (100 genes up-regulated and 42 genes down-regulated), and 475 genes in the heart (196 genes up-regulated and 279 genes down-regulated). The number of genes significantly changed by OPP was thus highest in the heart, followed by the liver and the spleen. 

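The heart count was the highest and the spleen count the lowest for the calls by limma at the threshold of the study as well, but with all organs in 1 fit the liver came first (234 heart and 196 spleen probes). Without liver OPP replicate 2 the liver count was 68, without spleen control replicate 3 the spleen count was 302 and without spleen OPP replicate 2 it was 71. Without heart control replicate 4 the heart count was 225 and without heart OPP replicate 3 it was 259, and without liver control replicate 1 or 4 the liver count was 109 or 104. With median scaling 25 liver probes were called, which put the liver last.
Genes whose response differed between organs were sought with an interaction test over all 23 arrays, taken as independent, although the labels do not say which organs came from the same mouse. The fit gave a probe the same variance in every organ, although the median SD between arrays was largest in the liver and smallest in the heart. The standard errors may thus be too small for differences that involve the liver, and too large between spleen and heart. Between liver and spleen 7 of 5256 probes passed an adjusted p of 0.05, those of Slc38a2 (-1.33 in the liver and -0.01 in the spleen on the log2 scale), Pdxdc1, Hmgcs1, Zyx, Edc4, Mapk6 and Ei24. Hmgcs1, an enzyme gene early in cholesterol synthesis, stood at -0.98 in the liver and 0.20 in the spleen (difference -1.19, SE 0.22, adjusted p = 0.030 from limma). Between liver and heart 4 of 5584 probes passed, those of Slc38a2, the phospholipase gene Pnpla8 (0.87 in the liver and -0.11 in the heart), the deubiquitinase gene Usp2 (-1.01 and 0.09) and the RNA methyltransferase subunit gene Mettl14 (-0.52 and 0.20). Between spleen and heart limma called 0 of 7209 probes, with 199 at an unadjusted p under 0.05. At an unadjusted p under 0.01 there were 52, where chance gives about 72, so that these counts show no excess. With the authors' values 1 probe passed between liver and spleen and 1 between liver and heart. With 1 array left out these counts ran from 1 to 260 and from 1 to 147, both highest without liver OPP replicate 1, and 14 and 17 of 100 splits of the arrays gave as many probes.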

The lists of genes significantly changed by OPP in these organs, together with their fold changes, are supplemented in Additional File 1.

The effects of OPP on the organs tested were quite subtle. The majority of the differentially expressed genes rarely exceeded two fold change in expression, with the exception of genes considered turned on (significantly detected only in the treatment group) or off (significantly detected only in the control group). 

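Among the probes called by limma at an unadjusted p under 0.01, the median change was 1.60-fold in the liver, 1.46-fold in the spleen and 1.30-fold in the heart. A change above 2-fold was reached by 15 liver probes (8 higher and 7 lower), 22 spleen probes (20 higher and 2 lower) and 3 heart probes. In the liver they included Egr1, not detected on the OPP arrays, and the translation initiation helicase gene Eif4a2, in the spleen the von Willebrand factor gene Vwf and in the heart Pdk4 and the transferrin receptor gene Tfrc. In Additional File 1 itself 30, 25 and 12 of the genes changed at least 2-fold. Over all probes tested, 92.8% of those in the liver and 97.5% of those in the spleen lay within 1.5-fold of no change.
Probes detected only in the OPP group numbered 4 in the liver, 1 in the spleen and 1 in the heart, and probes detected only in the control group 5, 4 and 13. These are changes across a detection limit, and their folds are imprecise on the side near background.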

The large fold changes observed in this particular group of genes (turned on or off) are arbitrary values as values of 10 were assigned when negative expression values were observed after normalisation. These results indicate that OPP can act as regulators of gene expression, turning on and silencing genes. In addition, the low fold changes caused by OPP indicate that they do not have drastic effects on gene expression in general, and may be used as dietary supplements. Such supplements should not bring too drastic a change in the system of an organism, but rather act as an antioxidant buffer to cushion the effects of other environmental influences such as prooxidant production.

An example of the two-way hierarchical clustering analysis carried out on significantly changed genes in the liver is given in Additional File 2. 

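On the 247 tested liver probes of Additional File 1 (average linkage on Euclidean distance), the 3 OPP arrays formed a cluster apart from the 4 control arrays. On the 472 heart probes the 4 control arrays formed a cluster of their own, and on the 142 spleen probes control replicates 2, 3 and 4 clustered together while control replicate 1 lay with the OPP arrays. In that spleen the platelet genes stood 0.64 above the control mean on the log2 scale. These probes had been chosen on the same arrays for a difference between the groups. On all probes tested, 6434 in the liver, 8582 in the spleen and 9172 in the heart, the first branch did not follow the groups in any organ. It parted control replicates 3 and 4 from the other livers, control replicate 1 from the other spleens and OPP replicate 2 from the other hearts.
Control livers 3 and 4 also stood apart in the genes of neutrophils and their precursors (5 genes tested, among 16 on the array). Their median deviation from the control mean was 2.85 and 1.68 on the log2 scale, against -2.01 and -2.71 in the other control livers and -3.44 to 0.09 in the OPP livers.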

The replicates of each condition were clustered to one another, indicating robustness of the filtering criteria used. In order to get an overview of the significant functions affected by OPP, we then subjected the microarray data to functional enrichment analysis using the GenMAPP [24] and MAPPFinder [25] softwares (University of California at San Francisco, San Francisco, CA). The lists of these significantly changed functions are provided in Additional File 3. By exploring functions which were considered significantly changed, we further selected GenMAPPs which were considered interesting for pathway analysis. Network analysis was also carried out on the differentially expressed genes by using the Ingenuity Pathways Analysis software (Ingenuity^® ^Systems, Redwood City, CA) [26].

### Gene expression changes in the liver

In the GenMAPPs and gene ontologies found significantly changed in the liver, those related to fatty acid beta oxidation (for up-regulated genes) and cholesterol biosynthesis (for down-regulated genes), were predominant. 

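Of 29 gene lists tested in the liver, 11 passed an adjusted p of 0.05 with limma's camera, 2 downwards and 9 upwards. With the authors' values 4 passed, those of cholesterol biosynthesis, beta oxidation, translation factors and ER chaperones, and with rank invariant normalisation 6. Genes of cholesterol biosynthesis fell and genes of fatty acid beta oxidation rose, the latter with a median log2 change of 0.24 (adjusted p = 2.53e-05). Genes of translation factors, xenobiotic metabolism, complement and the electron transport chain rose as well. Genes of ER chaperones rose too, with 6 of 7 higher and a median of 0.41 (adjusted p = 0.0092, or 0.432 with an estimated correlation) and 0 when adjusted over the list alone, led by the protein disulphide isomerase genes Pdia4 (0.55, SE 0.18) and Pdia3 (0.48, SE 0.19; n = 4 control and 3 OPP livers). Immediate early genes fell, with 6 of 7 lower and a median of -0.53 and 1 when adjusted over the list alone (adjusted p = 0.0278, or 0.558 with an estimated correlation), among them Egr1 and the Kruppel-like factor gene Klf6 (-0.67, SE 0.27). Targets of PPAR alpha (median 0.08, 10 of 14 higher), heat shock proteins (0.31, 7 of 9 higher) and exocrine pancreas genes (0.44, 4 of 4 higher), which the liver does not normally express, passed as well, with 1, 1 and 0 genes higher when adjusted over the list alone. Genes of the TCA cycle did not (median 0.16, 13 of 18 higher, adjusted p = 0.063), nor did those of fatty acid synthesis (-0.11), the clock (-0.07), cytosolic ribosomal proteins (0.02) or hepatocyte markers (-0.01).
With a correlation between genes estimated for each list, 0 of the 29 lists passed, with an adjusted p = 0.432 for the cholesterol, beta oxidation, translation factor, ER chaperone and complement lists with an estimated correlation, and 0.558 for the PPAR alpha, pancreas, immediate early and heat shock lists. Without control replicates 3 and 4, in which neutrophil genes were high, the immediate early list no longer passed (median 0.01). With 1 array left out the calls of the PPAR alpha (control replicate 1, OPP replicate 3), pancreas (control replicate 1 or 4, OPP replicate 1 or 2), heat shock (control replicate 1 or 3, OPP replicate 3) and immediate early lists (control replicate 4, OPP replicate 1) were lost.

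**Figure D1:**
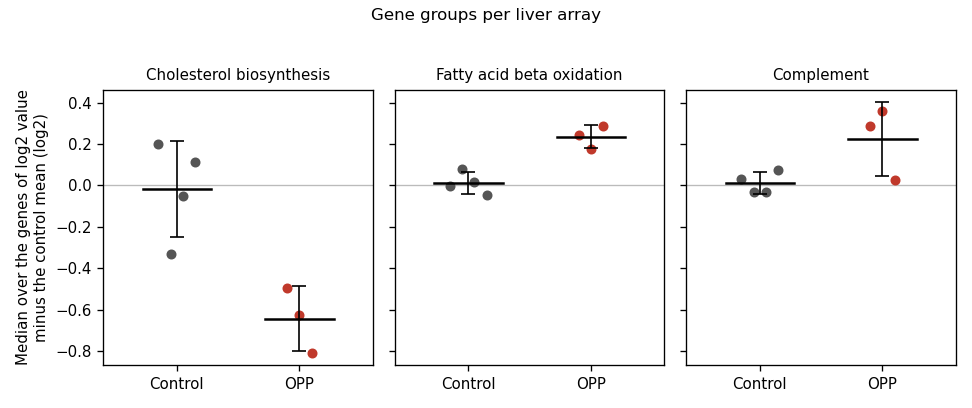
Median deviation of the genes of 3 lists from their control mean (log2) on each liver array. Points are arrays, bars the mean and SD of 4 control and 3 OPP livers. Cholesterol biosynthesis lies between -0.33 and 0.20 in controls and between -0.81 and -0.50 with OPP.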

Further analysis on the fatty acid beta oxidation GenMAPP (pathway) revealed the up-regulation of genes such as those encoding long chain acetyl-CoA dehydrogenase (*Acadl*), short chain acyl-CoA dehydrogenase (*Acads*) and hydroxyacyl-CoA dehydrogenases (*Hadhb, Hadhsc*) (Figure 3A). These significantly up-regulated genes are highlighted in yellow.

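Genes of fatty acid beta oxidation stood higher in OPP livers in 16 of the 18 cases tested, of which 0 passed over all genes and 1, the long chain acyl-CoA dehydrogenase gene Acadl, when adjusted over the list alone. At the brightest probes, where the list was tested, the study had picked 3 of its genes on these samples, so that its count is not independent evidence. Genes called only at a dimmer probe are not among these 3. Acadl stood at 0.88 on the log2 scale (SE 0.18, n = 4 control and 3 OPP livers, adjusted p = 0.287 from limma), every OPP liver lying above every control. Hadhsc, now Hadh, which oxidises the hydroxyacyl intermediate, stood at 0.98 (SE 0.27), Acads, which acts on short chains, at 0.44 (SE 0.15) and Acsl1, which activates long chain fatty acids, at 0.67 (SE 0.24). For Hadhb, the beta subunit of the trifunctional protein, the probe of Additional File 1 stood at 1.16 (SE 0.22), while another and brighter probe stood at 0.16 (SE 0.20). Among further targets of PPAR alpha, the lipid droplet gene Plin2 stood at 0.63 (SE 0.24) and the medium chain enzyme gene Acadm at 0.52 (SE 0.21). With each array left out in turn, the adjusted p of the list by camera was at most 0.0086, and with an estimated correlation it was 0.432.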

**Figure 3:**
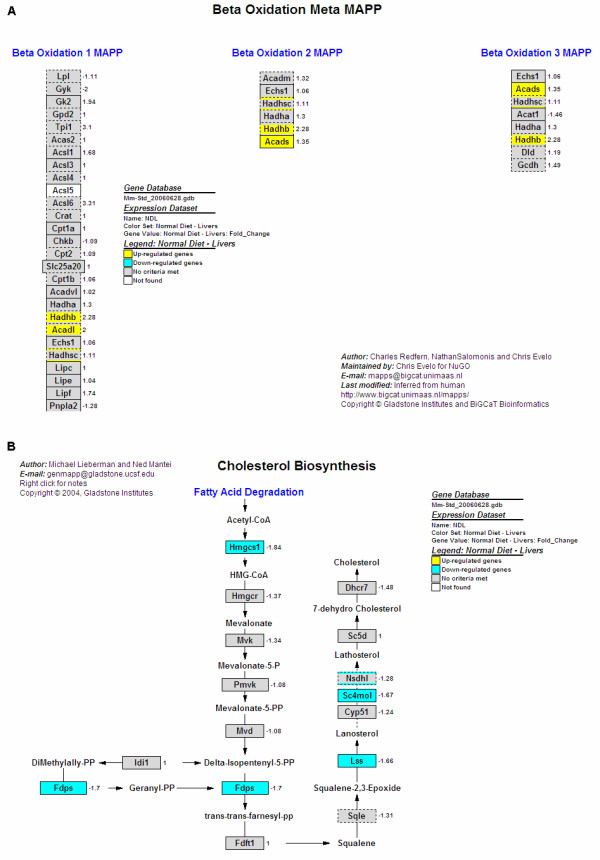
**GenMAPPs showing functions and genes significantly changed by OPP in the liver**. **(A) **Genes up-regulated in the liver fatty acid beta oxidation pathway. This GenMAPP represents an overview of three individual fatty acid beta oxidation GenMAPPs, and shows the up-regulation of fatty acid beta oxidation genes such as acetyl-CoA dehydrogenase (*Acadl*), acyl-CoA dehydrogenase (*Acads*) and hydroxyacyl-CoA dehydrogenases (*Hadhb, Hadhsc*). **(B) **Genes down-regulated in the liver cholesterol biosynthesis pathway. Note that the fold changes for most of the genes in this GenMAPP were negative, indicating down-regulation, even for genes which were not selected as significantly different based on the selection criteria used. Also note that *Hmgcr *which encodes for 3-hydroxy-3-methylglutaryl-CoA reductase, an enzyme inhibited by cholesterol-lowering statins, showed a negative fold change as well, although the value was not statistically significant.

Other functions which were significantly up-regulated by OPP in the liver were complement activation, protein biosynthesis and transport, ion and electron transport as well as translation factors. 

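The complement genes named by the study were higher in all 3 OPP livers than in every control. On the log2 scale C1r stood at 0.60 (SE 0.16, n = 4 control and 3 OPP livers), C1rl at 0.47 (SE 0.13), C1s at 0.63 (SE 0.14), C4 at 0.89 (SE 0.24), C9, a component of the membrane attack complex, at 0.65 (SE 0.25) and Cfhl1, related to factor H, at 0.60 (SE 0.18). Their adjusted p from limma lay between 0.287 and 0.415. Further probes gave smaller values, 0.14 for C1rl and 0.10, 0.30 and 0.44 for C4. Over the list of complement genes 12 of 17 were higher and 5 lower, with a median of 0.16, and 2 were higher when adjusted over the list alone. This is not independent evidence, because the study picked at least 4 of the 17 on these samples. The list rose by camera (adjusted p = 0.0127), but not with an estimated correlation (adjusted p = 0.432), nor without the genes of Additional File 1 (adjusted p = 0.503), without OPP replicate 2 (adjusted p = 0.0831) or with the authors' values (adjusted p = 0.0672) or rank invariant normalisation.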

Up-regulated genes involved in complement activation include *C1r, C1rl, C1s, C4, C9 *and *Cfhl1*. In addition, genes involved in ion and electron transport such as those encoding cytochromes P450 involved in phase I metabolism (*Cyp1a2, Cyp27a1, Cyp2a12, Cyp2c54, Cyp2d26, Cyp3a11*) and NADH dehydrogenase (ubiquinone) Fe-S proteins (*Ndufs2, Ndufs3*), were up-regulated. 

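Of 23 tested genes of xenobiotic metabolism, 19 were higher and 4 lower in OPP livers, with a median of 0.21 on the log2 scale. The test over all genes and the adjustment over the list alone were passed by 0. The study had picked at least 4 of the 23 on these samples. Among the cytochromes P450, Cyp2c54 stood at 0.96 (SE 0.26, n = 4 control and 3 OPP livers), Cyp1a2 at 0.76 (SE 0.29), Cyp2d26 at 0.62 (SE 0.15) and Cyp2a12 at 0.75 and 0.73 on its probes (SE 0.25 and 0.24). A second probe of Cyp2d26 stood at 0.21 (SE 0.13). The probe of Additional File 1 for Cyp27a1, which hydroxylates cholesterol on its side chain, stood at 0.63 (SE 0.17), and a much brighter probe of the gene at -0.08 (SE 0.16). The list rose by camera (adjusted p = 0.0092, or 0.575 with an estimated correlation). The call was lost with the authors' values (adjusted p = 0.0549), with rank invariant normalisation, with array weights, without the genes of Additional File 1, without OPP replicate 3 (adjusted p = 0.419) and without control replicates 3 and 4, in which neutrophil genes were high (median -0.08, adjusted p = 0.518).
The complex I subunit gene Ndufs3 (0.40, SE 0.15, and 0.54, SE 0.18) was higher on both of its probes in every OPP liver than in every control. Of 58 tested genes of the electron transport chain 42 were higher, with a median of 0.09. When adjusted over the list alone 0 passed, a list in which the study had picked at least 2. It rose by camera (adjusted p = 0.010, or 0.709 with an estimated correlation), and stood at -0.05 (adjusted p = 0.554) without control replicates 3 and 4. The call was also lost with the authors' values (adjusted p = 0.106), with median scaling, rank invariant normalisation, array weights, the replicate block or no filter on dim probes, and without control replicate 3 or 4 alone or OPP replicate 2.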

Genes involved in phase II metabolism such as those encoding UDP glycosyltransferases (*Ugt1a6 *and *Ugt1a9*) and catechol-O-methyltransferase (*Comt*), were up-regulated as well. 

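The UDP glycosyltransferase gene Ugt1a6, whose product adds glucuronic acid to phenols, stood 1.01 higher on the log2 scale in OPP livers (SE 0.16, n = 4 control and 3 OPP livers, adjusted p = 0.25 from limma), and the probe listed for Ugt1a9 at 0.93 (SE 0.20). The platform table assigns both probes to genes of the Ugt1a6 group, Ugt1a6a and Ugt1a6b, whose transcripts share their common exons. A second tested probe of each was far brighter, with control means of 13.48 and 13.47 against 8.41 and 8.66, and stood at 0.09 (SE 0.13) and 0.05 (SE 0.12). The aldo-keto reductase gene Akr1c12, also of the metabolism of foreign compounds and steroids, was among the genes of smallest p.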

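The translation initiation factor gene Eif4a2, an RNA helicase, stood 1.26 higher on the log2 scale in OPP livers (SE 0.23, n = 4 control and 3 OPP livers, adjusted p = 0.25 from limma), and 0.71 (SE 0.24) on a second probe. The elongation factor genes Eef2 and Eef1d stood at 0.76 (SE 0.17) and 0.70 (SE 0.16), and the initiation factor genes Eif3s8 at 0.73 (SE 0.18), Eif3s2 at 0.45 (SE 0.16) and Eif5a at 0.63 and 0.62 on its probes (SE 0.22 and 0.25). The brightest probe of Eef1d stood at 0.02 (SE 0.10), that of Eef2 at 0.17 (SE 0.12), with a further probe of Eef2 at 0.61 (SE 0.17), and that of Eif3s2 at -0.07 (SE 0.10), and another probe of Eif5a at 0.00 (SE 0.15). Of 20 translation factor genes, tested at the brightest probe of each, 15 were higher and 5 lower, with a median of 0.12, and 0 passed over all genes or when adjusted over the list alone. The study had picked 3 of the 20 at these probes, so that the count is not independent evidence. The list rose by camera (adjusted p = 0.0092), but not with an estimated correlation (adjusted p = 0.432).
Cytosolic ribosomal proteins, a group of the same machinery, did not pass in the liver (31 of 57 higher, median 0.02, adjusted p = 0.407).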

Translation factors involved in protein synthesis (*Eef1d, Eef2, Eif3s2, Eif3s8, Eif4a2, Eif5a*) were also up-regulated by OPP.

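Genes of cholesterol biosynthesis fell in OPP livers. Of 12 tested genes of the pathway 11 were lower, 0 passed over all genes and 8 were lower when adjusted over the list alone, and 7 were lower in every OPP liver than in every control. Hmgcs1, which makes hydroxymethylglutaryl-CoA, stood at -0.85 on the log2 scale (SE 0.19, n = 4 control and 3 OPP livers, adjusted p = 0.287 from limma). Fdps, which makes farnesyl diphosphate, stood at -0.74 (SE 0.19), Lss, which closes the sterol rings, at -0.74 (SE 0.20), Sc4mol, now Msmo1, at -0.70 (SE 0.20) and Nsdhl at -0.76 (SE 0.18), both acting in the demethylation of sterols. The median of the list was -0.72, a fold of 0.61. The study had picked 5 of the 12 genes on these samples, which is not independent evidence of the direction. The fall passed by camera (adjusted p = 3.29e-06) and not with an estimated correlation (adjusted p = 0.432). In spleen and heart the same list did not pass (5 of 10 and 2 of 7 genes higher, medians of 0.005 and -0.08), and the difference between organs passed the test of the difference itself by camera for liver against spleen (adjusted p = 1.07e-04) and liver against heart (adjusted p = 0.0128), though not with an estimated correlation (0.163 and 0.395 as adjusted p).
From the lower expression of these genes the paper proposes that OPP may have a role in lowering atherosclerosis and thereby cardiovascular disease.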

Genes involved in cholesterol biosynthesis on the other hand, such as those encoding lanosterol synthase (*Lss*), sterol-C4-methyl oxidase-like (*Sc4mol*), farnesyl diphosphate synthetase (*Fdps*), NAD(P) dependent steroid dehydrogenase-like (*Nsdhl*) and 3-hydroxy-3-methylglutaryl-CoA synthase 1 (*Hmgcs1*) were down-regulated (Figure 3B). In this pathway, besides those highlighted in blue (genes which were significantly down-regulated), other genes in the pathway had negative fold changes, the most important being *Hmgcr *(hydroxymethylglutaryl-CoA reductase), a gene targeted by drugs such as statins for lowering cholesterol. The fold change difference of this gene was however, not significant due to the filtering criteria used.

### Gene expression changes in the spleen

A majority of the genes significantly up-regulated in the spleen were part of the blood coagulation network (Figure 4). 

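Genes of platelets and megakaryocytes rose in OPP spleens. All 31 tested genes of the list were higher, with a median log2 change of 0.91, 0 passed over all genes and 28 were higher when adjusted over the list alone. The study had picked at least 22 of the 31 on these samples, so that the direction is not independent evidence. Vwf, the adhesion protein that bridges platelets and the vessel wall, stood at 1.33 (SE 0.24, n = 4 control and 4 OPP spleens, adjusted p = 0.473 from limma). The subunits of the Vwf receptor stood at 1.25 (Gp1ba, SE 0.31), 1.33 (Gp1bb, SE 0.36), 1.26 (Gp5, SE 0.30) and 0.97 (Gp9, SE 0.25), the collagen receptor gene Gp6 at 1.16 (SE 0.28) and the fibrinogen receptor gene Itga2b at 1.20 (SE 0.31). Selp stood at 1.04 (SE 0.27), Mmrn1 at 1.18 (SE 0.27), Cd9 at 0.86 (SE 0.17) and the thrombin receptor genes F2rl2 and F2rl3 at 1.06 (SE 0.25) and 0.66 (SE 0.14). The chemokine gene Ppbp, stored in platelet granules, stood at 1.24 (SE 0.27). The rise of the list passed by camera (adjusted p = 3.29e-35) and not with an estimated correlation (adjusted p = 0.269).
Genes of other cells that form in the marrow and the mouse spleen moved with them. Those of neutrophils and their precursors rose, 15 of 15 higher with a median of 0.98 and 13 when adjusted over the list alone (adjusted p = 9.83e-13 by camera, 0.583 with an estimated correlation), among them Ltf at 1.21 (SE 0.39), Ngp at 1.13 (SE 0.37), Lcn2 at 1.30 (SE 0.44) and Ctsg at 1.22 (SE 0.45). The arrays of the groups overlapped for this list, with control replicate 3 at 0.98, above 3 of the 4 OPP spleens, and 1 of the 15 genes was higher in every OPP spleen than in every control. Those of mast cells and basophils rose, 6 of 6 higher with a median of 0.66 and 5 when adjusted over the list alone (adjusted p = 1.52e-05 by camera, 0.085 with an estimated correlation), among them Cpa3 at 0.52 (SE 0.17) and Mcpt8 at 0.80 (SE 0.29). Genes of B cells (median -0.05), T cells (-0.14), plasma cells (-0.05), macrophages (-0.02), the endothelium (0.06) and erythroid cells (0.02) did not pass.
From the platelet genes the paper proposes, as a hypothesis still to be tested, that the spleen might take an active part in clearing blood clots and that OPP may act against thrombosis.

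**Figure D2:**
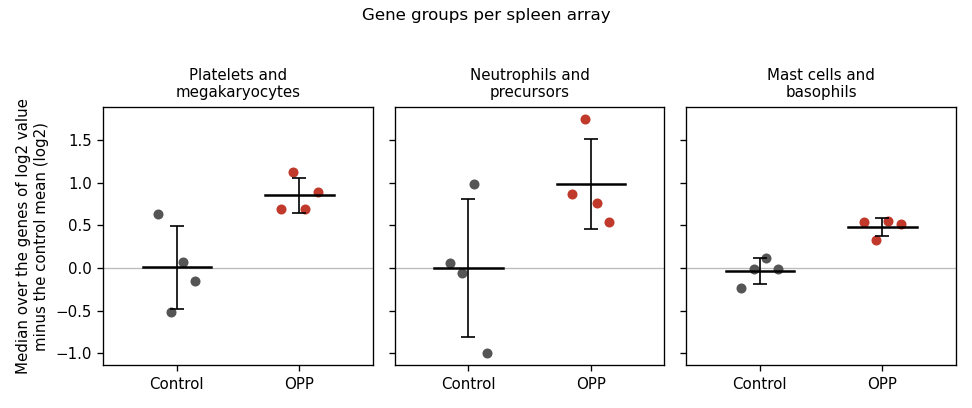
Median deviation of the genes of 3 lists from their control mean (log2) on each spleen array. Points are arrays, bars the mean and SD of 4 control and 4 OPP spleens. For platelets and megakaryocytes the OPP spleens lie between 0.70 and 1.13 and the controls between -0.52 and 0.64.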

Some of the up-regulated genes were those encoding Von Willebrand factor homologue (*Vwf*), P-selectin (*Selp*), CD9 antigen (*Cd9*), integrin alpha 2b (*Itga2b*), multimerin 1 (*Mmrn1*), various glycoproteins (*Gp1ba, Gp1bb, Gp5, Gp6, Gp9*) and thrombin receptors (*F2rl2, F2rl3*). These genes are indicated in red in the blood coagulation network.

**Figure 4:**
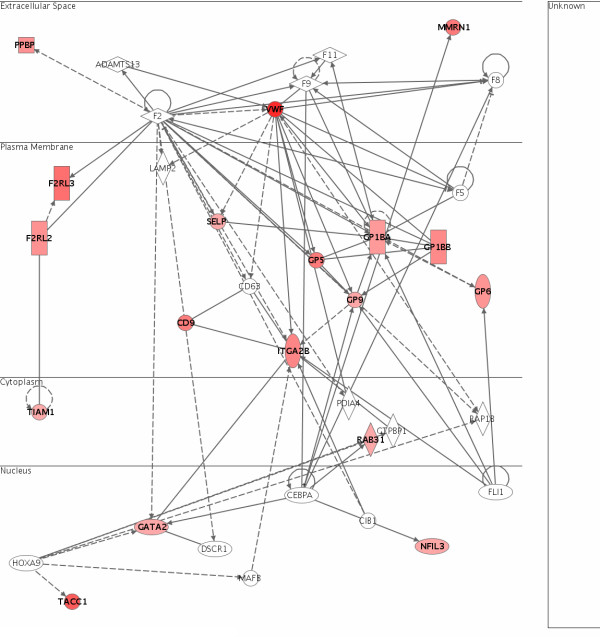
**Genes involved in the spleen blood coagulation network which were up-regulated by OPP**. The up-regulation of various genes involved in blood coagulation such as those encoding Von Willebrand factor homologue (*Vwf*), P-selectin (*Selp*), various glycoproteins (*Gp1ba, Gp1bb, Gp5, Gp6, Gp9*) and thrombin receptors (*F2rl2 *and *F2rl3*), suggests a possible effect of OPP in clearing blood clots from the circulation via the spleen.

While a pathway involves the metabolism of biochemical compounds catalysed by enzymes, a network indicates the relationship of one protein to another. A network analysis may thus help to detect other possible proteins affected by the treatment. For example, a number of coagulation factors (*F2, F5, F8, F9, F11*) was found to be connected to the genes significantly up-regulated in the spleen blood coagulation network. These genes might thus be up-regulated and contribute to the blood coagulation process observed in this experiment as well, although the statistical threshold used might not result in these genes being selected as significantly changed. 

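The probes of the plasma coagulation factor genes F2, F5, F8 and F11, which are made mainly by the liver and in part by the endothelium and megakaryocytes, did not reach the detection filter in the spleen and were not tested there. Their measured log2 differences were 0.18 for F2, 0.79 for F5, -0.15 and 0.26 for the probes of F8 and -0.04 and -0.03 for those of F11 (n = 4 control and 4 OPP spleens), at control means of 4.83 to 5.52 on the log2 scale, near background. The probe of F5, which platelets also store, was detected on 0 control and 2 OPP arrays. In the liver the list of plasma coagulation factors did not pass (10 of 20 higher, median 0.003, adjusted p = 0.367 by camera). F9 was not analysed here.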

A network analysis can also help in the identification of central regulators in specific networks. For example, the *Vwf *gene appeared to be the central regulator in the blood coagulation network, and might thus play a central role in this process by up-regulating the other genes in response to OPP treatment.

In addition to blood coagulation, other functions significantly up-regulated in the spleen by OPP include actin binding, calcium ion binding, cell adhesion, fatty acid metabolism, focal adhesion, prostaglandin synthesis regulation, sugar binding and tumour necrosis factor binding. 

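Zyx, a protein of focal adhesions, stood at 0.65 on the log2 scale in the OPP spleens (SE 0.12, n = 4 control and 4 OPP spleens, adjusted p = 0.473 from limma). Genes of fatty acid beta oxidation did not pass as a list (8 of 14 higher, median 0.005, adjusted p = 0.392 by camera). Genes of glycolysis rose, with 11 of 15 higher, a median of 0.13 and 0 when adjusted over the list alone (adjusted p = 0.0182 by camera, 0.583 with an estimated correlation), led by Pkm at 0.55 (SE 0.16), Gapdh at 0.37 (SE 0.13) and Aldoa at 0.32 (SE 0.14). The glycolysis call was lost without control replicate 1 or 4 or OPP replicate 2, without a filter on dim probes and without the genes of Additional File 1.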

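Among replication genes, Pcna, the sliding clamp of DNA polymerases, stood at -0.43 on the log2 scale (SE 0.10, n = 4 control and 4 OPP spleens, adjusted p = 0.474 from limma), lower in every OPP spleen than in every control. The list of proliferation genes did not pass as a whole (14 of 22 lower, median -0.03, 1 lower when adjusted over the list alone, adjusted p = 0.0643 by camera). Nor did ER chaperones and genes of the unfolded protein response (8 of 11 lower, median -0.05, 2 when adjusted over the list alone, adjusted p = 0.115) or heat shock proteins (7 of 10 lower, median -0.14, adjusted p = 0.0958). Genes of fibroblasts and the extracellular matrix fell, with 14 of 15 lower, a median of -0.24 and 2 when adjusted over the list alone (adjusted p = 2.64e-04 by camera, 0.583 with an estimated correlation), led by Col3a1 at -0.63 (SE 0.16) and Sparc at -0.45 (SE 0.12). Translation factors (18 of 25 lower, median -0.11, adjusted p = 0.0171) and the proteasome (23 of 33 lower, median -0.06, adjusted p = 0.0214) fell slightly (adjusted p = 0.603 for both with an estimated correlation), and with median scaling neither list passed and the proteasome median was 0.005. Both calls were lost without control replicate 3 or 4 or OPP replicate 4, and that of the proteasome without a filter on dim probes and without the genes of Additional File 1.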

Genes down-regulated in the spleen on the other hand, were involved in DNA replication, interleukin-9 signalling, nitrogen metabolism and unfolded protein binding.

### Gene expression changes in the heart

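Targets of PPAR alpha, the receptor that drives the genes of fatty acid use, rose in OPP hearts. Of 17 tested genes 15 were higher, with a median log2 change of 0.45. Over all genes 0 passed, and 14 were higher and 1 lower when adjusted over the list alone. The study had picked at least 8 of the 17 on these samples, so that the direction is not independent evidence. Mlycd, which lowers malonyl-CoA, stood at 0.45 (SE 0.10, n = 4 control and 4 OPP hearts, adjusted p = 0.133 from limma), Decr1, of unsaturated fatty acid oxidation, at 0.39 (SE 0.08), and the fatty acid transporter gene Slc27a1 at 0.46 (SE 0.10). Genes of fatty acid beta oxidation rose, with 17 of 20 higher, a median of 0.14 and 5 higher and 2 lower when adjusted over the list alone, among them Acsl1 at 0.26 (SE 0.07) and Acadvl at 0.17 (SE 0.05). Genes of the glucocorticoid and fasting response rose, with 14 of 17 higher, a median of 0.46 and 9 when adjusted over the list alone, among them the metallothionein gene Mt2 at 1.50 (SE 0.31), the cell cycle inhibitor gene Cdkn1a at 0.75 (SE 0.16) and Bcl2l1 at 0.69 (SE 0.15). By camera the adjusted p was 4.53e-11 for PPAR alpha targets, 1.95e-04 for beta oxidation and 3.60e-07 for the glucocorticoid and fasting genes, and with an estimated correlation 0.169, 0.213 and 0.213. Without the genes that the study called at their brightest probe, the PPAR alpha targets still passed by camera. The adjusted p by camera was then 0.0586 for beta oxidation and 0.347 for the glucocorticoid and fasting genes. Genes called only at a dimmer probe stayed in this test, so that it is not free of the study's choice.
Fatty acid synthesis genes, which fat tissue expresses strongly, fell (7 of 10 lower, median -0.34, adjusted p = 0.0374, or 0.814 with an estimated correlation), with 0 when adjusted over the list alone and a call lost with median scaling or rank invariant normalisation, without a filter on dim probes, without the genes of Additional File 1 and without control replicate 2 or 4 or OPP replicate 1, 3 or 4, and the score of adipocyte markers differed by -0.84 on the log2 scale (SD of 0.46 among the control and 1.25 among the OPP hearts). Translation factors did not pass (12 of 25 higher, median -0.003, adjusted p = 0.903).

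**Figure D3:**
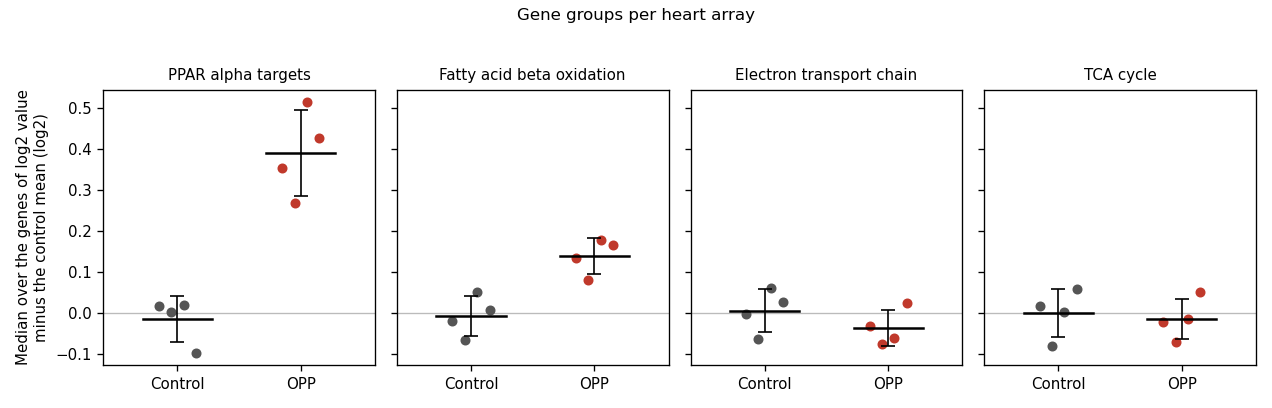
Median deviation of the genes of 4 lists from their control mean (log2) on each heart array. Points are arrays, bars the mean and SD of 4 control and 4 OPP hearts. PPAR alpha targets lie between 0.27 and 0.51 with OPP and between -0.10 and 0.02 in controls, while the TCA cycle genes of the groups overlap.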

In the heart, genes up-regulated by OPP were involved in acetyl-CoA, butanoate, fatty acid and lipid metabolisms, golgi organisation and biogenesis, glutathione metabolism, magnesium ion binding, nitric oxide mediated signal transduction and translation factors. Down-regulated genes in the heart include those involved in energy production, such as the tricarboxylic acid (TCA) cycle (Figure 5A) and the electron transport chain (Figure 5B). 

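Over the whole lists the changes in the energy genes of the heart were small. Of 20 tested genes of the TCA cycle 12 were lower and 8 higher, with a median log2 change of -0.006, 0 passed over all genes and 3 were lower when adjusted over the list alone, and the list did not pass (adjusted p = 0.262 by camera, 0.0304 with median scaling and 0.0212 where the probes of each gene were averaged). Of 72 tested genes of the electron transport chain 43 were lower and 29 higher, with a median of -0.03 and 7 lower when adjusted over the list alone. The study had picked 7 of the 72 and 2 of the 20 on these samples at the probes used. The electron transport list fell (adjusted p = 0.0152 by camera, 0.814 with an estimated correlation), and not without the genes of Additional File 1 (adjusted p = 0.347), with the authors' values (adjusted p = 0.160), with rank invariant normalisation, with all organs in 1 fit or without OPP replicate 2 (adjusted p = 0.0627) or control replicate 3 (adjusted p = 0.0833). The members with the smallest p were the complex I genes Ndufc2 (-0.59, SE 0.10), Ndufb4 (-0.39, SE 0.08) and Ndufb10 (-0.32, SE 0.07; n = 4 control and 4 OPP hearts). Genes of glycolysis did not pass (9 of 16 lower, median -0.03, adjusted p = 0.536).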

Genes involved in protein biosynthesis such as chromatin assembly or disassembly, haem biosynthesis, mitochondrial genome maintenance, mRNA processing and binding, as well as those encoding ribosomal proteins, were also down-regulated.

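Cytosolic ribosomal protein genes fell slightly but together in OPP hearts. Of 63 tested genes 58 were lower, with a median log2 change of -0.09, 0 passed over all genes and 1 was lower when adjusted over the list alone. Rps6 stood at -0.39 (SE 0.08, n = 4 control and 4 OPP hearts, adjusted p = 0.133 from limma), Rpl36al at -0.47 (SE 0.11), Rpl30 at -0.51 (SE 0.15) and Rps27l at -0.24 (SE 0.07). The fall passed by camera (adjusted p = 1.49e-06) and not with an estimated correlation (adjusted p = 0.814). In the liver and the spleen the same list did not pass (medians of 0.02 and 0.002), and the difference from the heart passed by camera for both organs (adjusted p = 3.13e-04 for the liver and 4.66e-04 for the spleen, or 0.716 and 0.625 with an estimated correlation). Mitochondrial ribosomal protein genes did not pass in the heart (39 of 68 lower, median -0.02, adjusted p = 0.25). Alas1, which starts haem synthesis, stood at -0.46 (SE 0.12). Rack1, a protein of the small ribosomal subunit, stood at -0.57 (SE 0.08).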

**Figure 5:**
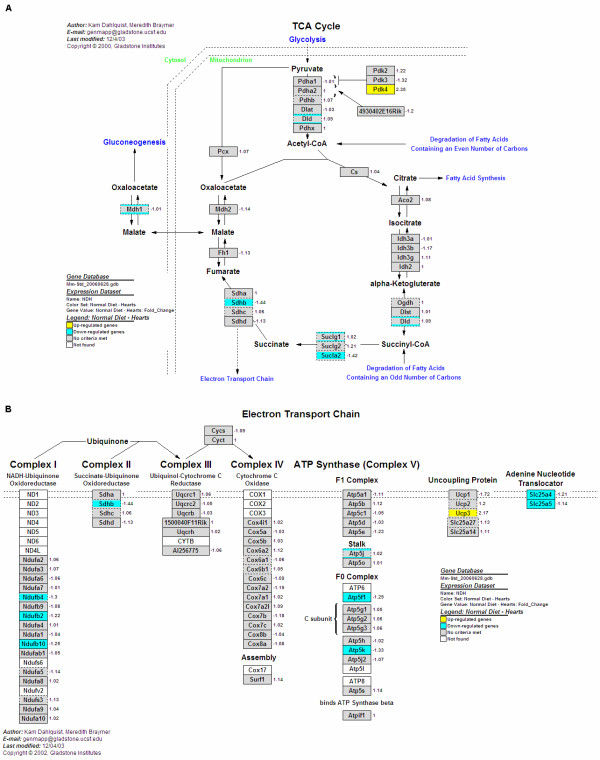
**GenMAPPs showing functions and genes significantly changed by OPP in the heart**. **(A) **Genes up-regulated and down-regulated in the heart tricarboxylic acid (TCA) cycle. *Pdk4*, which is involved in fuel selection in the heart by inhibiting pyruvate dehydrogenase and preventing the metabolic shift in ageing hearts from fatty acid beta oxidation towards glycolysis, was up-regulated, while other genes such as *Mdh1, Shdb, Suclg1, Sucla2 *and *Dld *were down-regulated. **(B) ***Ucp3*, a gene encoding an uncoupling protein which protects against mitochondrial oxidative damage by reducing the production of reactive oxygen species (ROS), was up-regulated, while other genes which encode adenine nucleotide translocators and proteins in Complex I, Complex II and Complex V in the electron transport chain were down-regulated.

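Pdk4 stood 1.22 higher on the log2 scale in OPP hearts (SE 0.16, n = 4 control and 4 OPP hearts, adjusted p = 0.075 from limma), and every OPP heart lay above every control (two-sided exact permutation p = 0.029, the smallest that 4 against 4 allow). With Rack1 it had the smallest adjusted p of the 9172 heart probes.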

In the heart TCA cycle, a key enzyme, pyruvate dehydrogenase kinase isoenzyme 4 (*Pdk4*), which inhibits pyruvate dehydrogenase and thus minimises carbohydrate oxidation by preventing the flow of glycolytic products into the TCA cycle, was up-regulated. In conjunction with this, the expression of other genes involved in the heart TCA cycle, such as those which produce NADH (*Mdh1*) and FADH_2 _(*Shdb*), were down-regulated as well. 

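The TCA cycle genes named by the study were lower at the probes listed in Additional File 1. Mdh1, cytosolic malate dehydrogenase, stood at -0.52 on the log2 scale (SE 0.12, n = 4 control and 4 OPP hearts, adjusted p = 0.135 from limma), Sdhb, the iron-sulphur subunit of succinate dehydrogenase, at -0.53 (SE 0.13) and Dld, the shared dehydrogenase of the pyruvate and ketoglutarate complexes, at -0.21 (SE 0.07). Each of these genes has a second tested probe. These stood at 0.00 (SE 0.06) for Mdh1, at -0.03 (SE 0.06) for Sdhb and at 0.12 (SE 0.09) for Dld. For Mdh1 and Sdhb the second probe was the brighter one, with control means of 11.28 against 9.67 and 13.15 against 9.95 on the log2 scale.

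**Figure D4:**
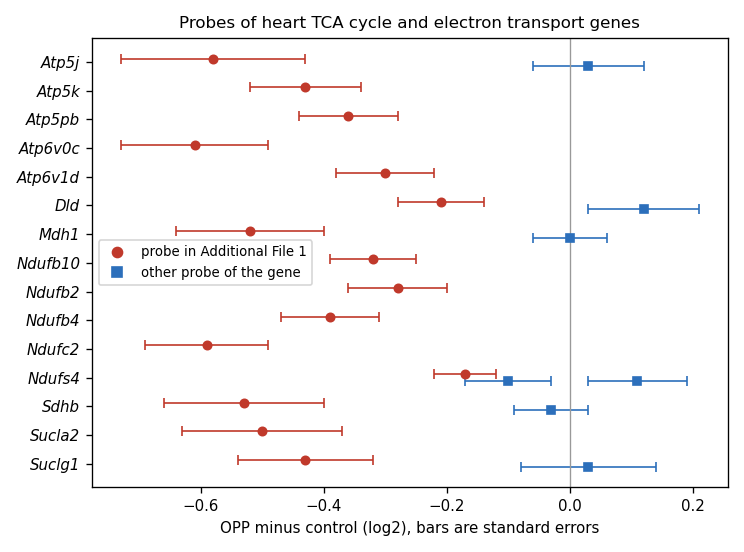
Log2 change (OPP minus control, bars are standard errors, 4 control and 4 OPP hearts) of the TCA cycle and electron transport genes that the study named as lower, for the probe in Additional File 1 and for other tested probes. The listed probes lie between -0.61 and -0.17 and the other probes between -0.10 and 0.12.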

*Suclg1 *and *Sucla2*, genes encoding subunits of succinate-CoA ligases which convert guanosine triphosphate/adenosine triphosphate (GTP/ATP) to guanosine diphosphate/adenosine diphosphate (GDP/ADP) were also down-regulated.

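Sucla2 stood at -0.50 on the log2 scale (SE 0.13, n = 4 control and 4 OPP hearts, adjusted p = 0.153 from limma) and Suclg1, the alpha subunit of the same ligase, at -0.43 (SE 0.11) on the probe of Additional File 1. Another and brighter probe of Suclg1 stood at 0.03 (SE 0.11), and at -0.11 with median scaling.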

In the heart electron transport chain, *Ucp3*, a gene encoding an uncoupling protein which protects against mitochondrial oxidative damage by reducing the production of ROS, was up-regulated as well. On the other hand, genes in the electron transport chain which encode proteins in Complex I *(Ndufb2, Ndufb4, Ndufb10, Ndufc2, Ndufs4*), Complex II (*Sdhb*) as well as those in Complex V (*Atp5fi, Atp5j, Atp5k, Atp6v0c, Atp6v1d*), were down-regulated.

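Both tested probes of Ucp3 were higher in OPP hearts, the listed one by 0.89 on the log2 scale (SE 0.26, n = 4 control and 4 OPP hearts, adjusted p = 0.188 from limma) and the other by 1.00 (SE 0.30, adjusted p = 0.188 from limma). Their control means, 5.46 and 5.88, lay near the offset.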

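In complex I, Ndufb2 stood at -0.28 on the log2 scale (SE 0.08, n = 4 control and 4 OPP hearts, adjusted p = 0.198 from limma). Ndufs4 stood at -0.17 (SE 0.05) on the listed probe and at 0.11 (SE 0.08) and -0.10 (SE 0.07) on its other probes. Among the named ATP synthase genes, Atp5f1, now Atp5pb, stood at -0.36 (SE 0.08), Atp5k at -0.43 (SE 0.09) and Atp5j at -0.58 (SE 0.15), while a brighter probe of Atp5j stood at 0.03 (SE 0.09). Atp6v0c (-0.61, SE 0.12) and Atp6v1d (-0.30, SE 0.08) encode subunits of the vacuolar proton pump, which acidifies lysosomes,.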

### Real-time qRT-PCR validation

To confirm the microarray results, the expression levels of six target genes (Table 2) were measured using real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR). Expression levels of these target genes were normalised to the geometric mean of three housekeeping genes, *Sfrs9, Guk1 *and *Hnrpab*. The direction and magnitude of fold changes of the target genes obtained from the real-time qRT-PCR technique were comparable to those obtained from the microarray technique (Figure 6A). 

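On the arrays, the DNA repair gene Brca1 stood at -0.37 on the log2 scale in OPP spleens (SE 0.13, n = 4 control and 4 OPP spleens) and Rad21, of the cohesin complex, at -0.63 in OPP hearts (SE 0.11, n = 4 control and 4 OPP hearts). The folds computed here were 0.55 for Hmgcs1 in the liver, 2.51 for Vwf and 0.78 for Brca1 in the spleen, and 2.33 for Pdk4 and 0.65 for Rad21 in the heart. The qRT-PCR used the same RNA aliquots, and its values were not analysed here.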

Correlation of fold changes obtained by the two gene expression profiling techniques was high (R^2 ^= 0.9653) (Figure 6B), thus indicating that the microarray data obtained were valid.

**Table 2:** Genes selected for the real-time qRT-PCR validation experiments

Organ	Symbol	Definition	Accession	Assay ID
Liver	*Cyp3a11*	*Mus musculus *cytochrome P450, family 3, subfamily a, polypeptide 11	NM_007818	Mm00731567_m1
Liver	*Hmgcs1*	*Mus musculus *3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	NM_145942	Mm00524111_m1
Spleen	*Vwf*	*Mus musculus *Von Willebrand factor homologue	NM_011708	Mm00550376_m1
Spleen	*Brca1*	*Mus musculus *breast cancer 1	NM_009764	Mm00515386_m1
Heart	*Pdk4*	*Mus musculus *pyruvate dehydrogenase kinase, isoenzyme 4	NM_013743	Mm00443325_m1
Heart	*Rad21*	*Mus musculus *RAD21 homologue (*S. pombe*)	NM_009009	Mm00485474_m1
All	*Sfrs9*	*Mus musculus *splicing factor, arginine/serine rich 9	NM_025573	Mm00470546_m1
All	*Guk1*	*Mus musculus *guanylate kinase 1	NM_008193	Mm00433888_m1
All	*Hnrpab*	*Mus musculus *heterogeneous nuclear ribonucleoprotein A/B	NM_010448	Mm00468938_m1

These six target genes were selected based on their presence in significant functions, their differential scores, their detection levels, their presence as single splice transcripts in microarrays and their availability as Taqman assays designed across splice junctions. 

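On the arrays the housekeeping genes showed differences no larger than their errors in the liver and spleen. On the log2 scale Sfrs9, now Srsf9, stood at 0.05 (SE 0.18) in the liver, 0.01 (SE 0.07) in the spleen and 0.08 (SE 0.07) in the heart, Guk1 at -0.07 (SE 0.16), 0.02 (SE 0.10) and -0.06 (SE 0.07), and Hnrpab, now Hnrnpab, at 0.05 (SE 0.13), -0.06 (SE 0.11) and -0.10 (SE 0.06; n = 4 control and 3 OPP livers, 4 and 4 spleens and 4 and 4 hearts). Their adjusted p from limma lay between 0.533 and 0.995, which does not show that they did not differ. With median scaling Sfrs9 stood at -0.05 in the heart.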

*Sfrs9, Guk1 *and *Hnrpab *were used as housekeeping genes as their expression levels were found to be quite stable across treatments in each of the organs tested.

**Figure 6:**
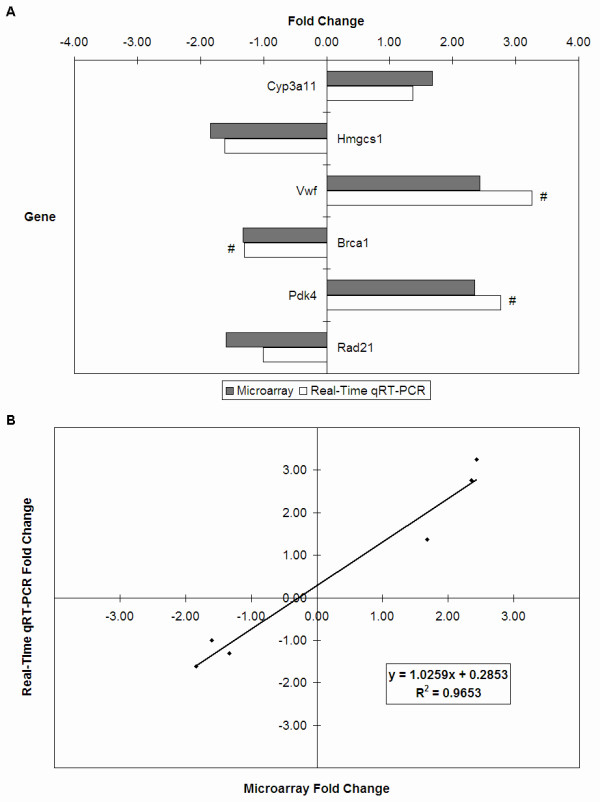
**Real-time qRT-PCR validation of microarray data analysis on the three major organs**. **(A) **Gene expression fold changes of six target genes as determined by microarray and real-time qRT-PCR experiments. The direction and magnitude of fold changes obtained from the real-time qRT-PCR technique were comparable to those obtained from the microarray technique. # P < 0.05 for gene expression fold changes quantified by real-time PCR experiments as determined by two-tailed unpaired Student's t-test. **(B) **Correlation of gene expression fold changes between microarray and real-time qRT-PCR data. Validation of the microarray data via real-time qRT-PCR shows that correlation of fold changes obtained by these two gene expression profiling techniques was high with an R^2 ^= 0.9653.

## Discussion

As OPP displayed significant antioxidant activities and conferred positive outcomes in various animal models of degenerative diseases without causing toxicity [21-23], we hypothesised that it might also have significant biological effects in animals during healthy states. Thus, we fed BALB/c mice a normal diet with OPP for six weeks and looked for signs of toxicity to confirm that OPP is safe. Microarray gene expression analysis was then carried out on three major organs, the liver, spleen and heart. This study thus represents an important step towards understanding the mode of action of OPP during healthy states, before further studies are carried out to identify the molecular mechanisms involved during diseased states.

### OPP up-regulated fatty acid beta oxidation genes and down-regulated cholesterol biosynthesis genes in the liver

In identifying the *in vivo *gene expression changes caused by any dietary intervention via microarray analysis, the liver naturally becomes the target organ of interest [27,28]. This is because it is a vital organ for various metabolic functions, including detoxification and production of biochemicals necessary for digestion and maintenance of body processes. In this study, functional enrichment analysis on the microarray data from the liver showed that OPP up-regulated several pathways, including lipid catabolism (fatty acid beta oxidation), complement activation, protein biosynthesis and transport, ion and electron transport as well as translation factors.

As the liver is an important site for fatty acid beta oxidation, up-regulation of hepatic lipid catabolism may contribute to the suppression of liver fat and visceral fat accumulation. Stocker and Keaney (2004) suggested that removal of lipids from the body through fatty acid beta oxidation may prevent lipid peroxidation which contributes to atherosclerosis [29]. Interestingly, enhanced hepatic fatty acid synthesis and reduced fatty acid oxidation have also been implied in the development of alcohol-induced fatty liver [30-33]. Thus, OPP may also be able to reduce atherosclerosis and prevent alcohol-induced liver damage based on its ability to up-regulate hepatic fatty acid beta oxidation. Increased expression of hepatic genes involved in lipid catabolism has also been shown to be effected by the catechins of green tea [34] and the chlorogenic acids of coffee [35].

The up-regulation of genes involved in complement activation observed in the present study, is similar to that reported for resveratrol [36]. In the resveratrol study, complement pathways, both classical and alternative, as well as acute inflammatory response, were up-regulated for reasons unknown, although the authors noted that no evidence of widespread inflammatory response was observed. The induction of the classical complement pathway by OPP may be triggered by antibodies, as plant antioxidants were reported to enhance immunity [37]. As an important component of innate immunity, complement activation is necessary for protection against numerous microbial infections [38,39].

Genes involved in ion and electron transport such as those encoding cytochromes P450 and NADH dehydrogenase (ubiquinone) Fe-S proteins were also up-regulated by OPP. In general, phenolics may be regarded as xenobiotics by animal cells and are to some extent treated as such through interaction with phase I and phase II detoxification enzyme systems [40]. Phase I detoxification in the liver involves the activation of a series of enzymes called the cytochrome P450 mixed-function oxidases. These enzymes begin the biotransformation process by oxidising, reducing or hydrolysing toxins, thus creating biotransformed intermediates [41]. A phase I detoxification gene of special interest is *Cyp3a4*, which encodes the most abundant cytochrome P450 in the human liver (around 30%), responsible for 60% of cytochrome P450-mediated metabolism of drugs in therapeutic use [42]. *Cyp3a4 *was found to be induced more than 2-fold by dietary flavonoids such as quercetin and grape seed extract in HepG2 hepatocytes [42]. *Cyp3a11 *is the mouse homologue of the human *Cyp3a4 *[43]. It is interesting to note that OPP up-regulated *Cyp3a11 *1.68-fold in the mouse liver. 

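On the probe listed for Cyp3a11, a cytochrome P450 that oxidises many drugs, the fold recomputed from the non-normalised intensities was 1.82 (log2 change 0.87, SE 0.30, n = 4 control and 3 OPP livers, adjusted p = 0.378 from limma), and the paper's value is 1.68. Every OPP liver lay above every control (two-sided exact permutation p = 0.057).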

Incidentally, *Cyp3a11 *was up-regulated in the mouse liver as well by α-tocopherol [44]. This indicates that OPP has similar effects to other dietary antioxidants and may thus be involved in drug-herbal/botanical interaction effects. Phase II detoxification enzymes such as UDP glycosyltransferases perform conjugation reactions which help to convert biotransformed intermediates into less toxic, water-soluble substances that are easily excreted or eliminated from the body [41]. In the present study, genes *Ugt1a6 *and *Ugt1a9 *encoding UDP glycosyltransferases were up-regulated 2.11-fold and 1.95-fold respectively. 

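The folds recomputed here were 2.02 at the probe listed for Ugt1a6 and 1.91 at the probe listed for Ugt1a9, against the paper's 2.11 and 1.95, and the brighter probes of the same gene group gave 1.06 and 1.04 (n = 4 control and 3 OPP livers).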

*Comt*, the gene which encodes catechol-O-methyltransferase, an enzyme involved in tyrosine metabolism, was also up-regulated by OPP. Catechol-O-methyltransferase has been found to be involved in the metabolism of hydroxytyrosol, the major component of olive phenolics [45]. The up-regulated translation factors involved in protein synthesis, may also reflect the production of extra enzymes which help in metabolising OPP.

Other genes up-regulated by OPP are those encoding chemokine (C-X-C motif) ligand 12 (*Cxcl12*), gap junction membrane channel protein beta 1 (*Gjb1*) and androgen receptor (*Ar*), which were 1.87-, 1.38- and 2.30-fold increased respectively. 

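At the probes of Additional File 1 the folds recomputed here were 1.79 for Cxcl12 and 1.42 for Gjb1, against the paper's 1.87 and 1.38. On the log2 scale Cxcl12 stood at 0.84 (SE 0.17) and Gjb1 at 0.50 (SE 0.18; n = 4 control and 3 OPP livers). Another probe of Cxcl12, with a control mean of 12.61 against 8.41, stood at -0.20 (SE 0.17), and at 0.03 without control replicates 3 and 4.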

*Cxcl12 *is a gene encoding a chemokine modulating the progression of liver fibrosis through its action on hepatic stellate cells [46], while *Gjb1 *encodes a gap junction membrane channel protein which plays an important role in the regulation of signal transfer and growth control in the liver. The expression of these genes decreased as liver diseases progress to cirrhosis and hepatocellular carcinoma [47]. Both of these genes were down-regulated by comfrey (*Cxcl12 *down-regulated 5.26-fold, *Gjb1 *down-regulated 2.08-fold), a herbal plant containing pyrrolizidine alkaloids believed to cause hepatotoxicity in humans and carcinogenicity in animals [46]. *Ar *was also down-regulated by comfrey (13.6-fold), as well as by riddelliine (19.6-fold) which also contains pyrrolizidine alkaloids [48]. Hence, the up-regulation of these three genes indicates that OPP may have hepatoprotective effects, and also implies that they do not cause hepatotoxicity.

Genes involved in cholesterol biosynthesis on the other hand, were down-regulated by OPP in this study. Cholesterol is an important constituent of cellular membranes and serves as a precursor in the formation of bile acids and steroid hormones. Excessive cholesterol however, is implicated in atherosclerotic lesions and gallstone formation [49]. The reduced expression of genes involved in cholesterol biosynthesis in the mouse liver suggests a possible role of OPP in reducing atherosclerosis and hence, cardiovascular disease. Overall, the gene expression changes caused by OPP in the liver suggest hepatoprotective and anti-dyslipidaemic effects of the extract.

### OPP up-regulated blood coagulation genes in the spleen

In the spleen, the most interesting genes up-regulated by OPP were those involved in blood coagulation. The regulation of these genes suggests that the spleen might be playing an active protective role in improving blood circulation and clearing blood clots from the body. OPP may thus function as anti-thrombotic agents, considering the fact that as a peripheral lymphoid organ, the spleen is also involved in mechanical filtration of the blood to remove unwanted materials [50]. However, this is still hypothetical and further experiments are required to show that OPP helps in clearing and not causing blood clots.

### Gene regulation by OPP in the heart showed similarities with that of caloric restriction

Ageing in the heart involves a transcriptional shift from fatty acid metabolism to carbohydrate metabolism. This shift was also found to differentiate maladaptive hypertrophy (increased glycolysis) from adaptive or exercise-induced hypertrophy (increased fatty acid beta oxidation) [51]. A key enzyme, pyruvate dehydrogenase kinase isoenzyme 4 (*Pdk4*), inhibits pyruvate dehydrogenase and thus minimises carbohydrate oxidation by preventing the flow of glycolytic products into the TCA cycle. Hence, the up-regulation of *Pdk4 *in the heart by OPP may prevent a metabolic shift towards glycolysis and thus ageing. Another gene, *Ucp3*, encoding an uncoupling protein which protects against mitochondrial oxidative damage by reducing the production of ROS, was up-regulated in the heart by OPP as well. *Ucp3 *may transport fatty acids out of the mitochondria, thereby protecting the mitochondria from fatty acid anions or peroxides [52]. Besides up-regulating *Pdk4 *and *Ucp3*, OPP also up-regulated another seven genes in the heart, carnitine acetyltransferase (*Crat*), catechol-O-methyltransferase (*Comt*), CCAAT/enhancer binding protein (*Cebpb*), enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase (*Ehhadh*), plasma membrane associated protein (*S3-12*), solute carrier family 27 (fatty acid transporter) (*Slc27a1*) and xanthine dehydrogenase (*Xdh*). 

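Xdh, xanthine oxidoreductase, stood at 0.69 on the log2 scale (SE 0.18, n = 4 control and 4 OPP hearts), Cebpb at 0.53 (SE 0.13), Ehhadh, of peroxisomal beta oxidation, at 0.47 (SE 0.11), S3-12, now Plin4, which coats lipid droplets, at 0.47 (SE 0.09) and Crat, which buffers acetyl-CoA, at 0.39 (SE 0.09). Their adjusted p from limma lay between 0.133 and 0.152. Other probes of Crat stood at 0.27 (SE 0.22) and 0.33 (SE 0.15). Several of these genes are targets of PPAR alpha.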

Lee *et al*. (2002) demonstrated the down-regulation of these nine genes in the hearts of ageing B6C3F_1 _mice [53]. Six of these genes, *Pdk4, Ucp3, Comt, Cebpb, S3-12 *and *Xdh *were significantly up-regulated by caloric restriction, thus opposing the effects of ageing [53]. 

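The carbonic anhydrase gene Car4, of the capillary wall, stood at 0.68 on the log2 scale in OPP hearts (SE 0.18, n = 4 control and 4 OPP hearts, adjusted p = 0.152 from limma), Ces3, now Ces1d, a lipase, at 0.33 (SE 0.11), Pnp, of purine salvage, at 0.38 (SE 0.09) and Tpd52l1 at 0.41 (SE 0.12). A second probe of Tpd52l1 stood at 0.13 (SE 0.14).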

Additional genes up-regulated by OPP and also by caloric restriction in the heart include carbonic anhydrase 4 (*Car4*), carboxylesterase 3 (*Ces3*), purine-nucleoside phosphorylase (*Pnp*) and tumour protein D52-like 1 (*Tpd52l1*) [53]. Hence, a role for OPP in preventing or slowing down ageing of the heart is implicated.

It was also noted that genes up-regulated in the hearts of ageing B6C3F_1 _mice such as aminolevulinic acid synthase 1 (*Alas1*), mature T cell proliferation 1 (*Mtcp1*) and protein tyrosine phosphatase 4a2 (*Ptp4a2*) [53], were down-regulated by OPP in the heart in the present study. 

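Alas1 had an adjusted p of 0.161 from limma in the heart, and the probe listed for Mtcp1, assigned by the platform table to Cmc4, which shares its locus, stood at -0.30 on the log2 scale (SE 0.11, n = 4 control and 4 OPP hearts). The listed probe of Ptp4a2 stood at -0.30 (SE 0.07), while its 3 other probes stood at 0.02 (SE 0.08), -0.01 (SE 0.08) and 0.08 (SE 0.09), the last being the brightest.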

In the group that had caloric restriction on the other hand, cyclin D2 (*Ccnd2*), secreted acidic cysteine rich glycoprotein (*Sparc*) and transferrin receptor (*Tfrc*) genes were down-regulated [53]. In the present study, these three genes were also down-regulated by OPP. It has been found that caloric restriction confers rapid positive effects on the heart, by rapidly shifting gene expression towards a state of reduced cardiac remodelling and fibrosis as well as enhanced contractility [54]. 

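Tfrc, which takes up iron-bound transferrin, stood at -1.44 on the log2 scale (SE 0.25, n = 4 control and 4 OPP hearts, adjusted p = 0.118 from limma). Sparc stood at -0.59 (SE 0.17) and Ccnd2, a cyclin of cell cycle entry, at -0.35 (SE 0.09). Genes of fibroblasts and the extracellular matrix, among them Sparc, fell in the heart, with 14 of 19 lower, a median of -0.17 and 0 when adjusted over the list alone (adjusted p = 0.043 by camera, 0.836 with an estimated correlation), and Col1a2 stood at -0.65 (SE 0.24) and Col3a1 at -0.58 (SE 0.20). Proliferation genes fell too, with 6 of 7 lower, a median of -0.27 and 0 when adjusted over the list alone (adjusted p = 0.0131, or 0.814 with an estimated correlation), among them Mcm5 at -0.58 (SE 0.22) and Pcna at -0.36 (SE 0.12). The proliferation call was lost without control replicate 2, which stood at 0.49 against -0.20 to -0.15 in the other controls and -0.39 to -0.26 with OPP, and that of the matrix genes without control replicate 1 or 4 or OPP replicate 1 or 3, and both with median scaling. The call of the matrix genes was also lost with rank invariant normalisation and without the genes of Additional File 1. From the resemblance to the genes changed by caloric restriction, the paper proposes that OPP may act as a mimetic of caloric restriction.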

Several plant phenolics such as resveratrol, quercetin, butein and piceatannol have been proposed as potential caloric restriction mimetics [1]. The regulation of genes by OPP in the heart suggests that they may also act as caloric restriction mimetics.

In addition to genes similarly affected by caloric restriction, antioxidant genes such as those encoding erythroid derived-nuclear factor 2-like 1 (*Nfe2l1*), glutamate-cysteine ligase (*Gclm*) and various glutathione S-transferases (*Gstm2, Gstm5, Gstm 6*) were up-regulated. 

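Of 26 tested antioxidant genes 18 were higher and 8 lower in OPP hearts, with a median log2 change of 0.11, 0 past the test over all genes and 1 when adjusted over the list alone. The study had picked at least 4 of them on these samples, so that the direction is not independent evidence. Gclm, which limits glutathione synthesis, stood at 0.42 (SE 0.15, n = 4 control and 4 OPP hearts), Gstm2, Gstm5 and Gstm6 at 0.28 (SE 0.09), 0.23 (SE 0.07) and 0.25 (SE 0.06), and Nfe2l1 at 0.20 (SE 0.07), with adjusted p from limma between 0.133 and 0.244. Hmox1, which degrades haem, stood at 0.51 (SE 0.16). The list rose by camera (adjusted p = 0.0061), and not with an estimated correlation (adjusted p = 0.730) or without the genes of Additional File 1 (adjusted p = 0.176). With median scaling, which lowers the median of all heart probes, the list's median was -0.03 (adjusted p = 0.0544). In the liver and the spleen the list did not pass (medians of 0.06 and -0.007).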

Glutathione S-transferases are important antioxidant enzymes essential in the detoxification of carcinogens and scavenging of ROS [40,55,56]. The up-regulation of these antioxidant genes thus indicates that OPP provides a higher antioxidant defence in the heart, which is an organ prone to damage by prooxidants.

The expression levels of genes in the heart TCA cycle, such as those encoding proteins which produce NADH (*Mdh1*) and FADH_2 _(*Shdb*), were also down-regulated. *Suclg1 *and *Sucla2*, genes encoding subunits of succinate-CoA ligases which convert GTP/ATP to GDP/ADP were also down-regulated. Finally, genes in the electron transport chain which encode proteins in Complex I, Complex II and Complex V were down-regulated as well. Electrons derived from metabolic reducing equivalents (NADH and FADH_2_) are fed into the electron transport chain through either Complex I or Complex II, and eventually pass to molecular oxygen to form water in Complex IV, while ATP is being formed in Complex V. These results imply that energy production in the heart was down-regulated by OPP. Hence, in reducing the amount of energy generated, OPP may act as antioxidants in reducing the amount of ROS produced in the heart, suggesting a beneficial effect of the extract in preventing cardiac oxidative stress.

### Summary and implications of the study

The discovery of OPP opens up a niche for value-added novel nutraceuticals. In this study, we confirmed that OPP was not toxic to mice as these compounds did not significantly alter the organ histology of the animals as well as their haematology and clinical biochemistry parameters. In addition, this study identified the global gene expression profiles caused by OPP in three major organs of mice on a normal diet. Supplementation of OPP to these mice resulted in numerous beneficial biological activities during healthy states. In livers of these mice, lipid catabolism genes were up-regulated while cholesterol biosynthesis genes were down-regulated, suggesting that OPP may find potential applications as hepatoprotective and anti-dyslipidaemic supplements. OPP may also act as possible anti-thrombotic agents since they encouraged the aggregation of platelets in spleens. OPP also retarded the ageing process in hearts, similar to the effects of caloric restriction.

Although the clinical biochemistry parameters on lipid profiles (triglycerides, total cholesterol, low-density lipoproteins and high-density lipoproteins) measured in this study did not show any significant differences between the groups, mice in the treatment group did show a delay in weight gain throughout the six weeks of feeding compared to the control group. Also, while the blood serum lipid profiles measured in the present study did not show any significant differences between the control and treated mice even though the hepatic gene expression profiles had changed, a similar observation was made by Matsui *et al*. (2005) when cocoa was given to mice [57]. In this previous study, cocoa ingestion increased total cholesterol concentrations in the blood sera, whereas body weight gain and hepatic cholesterol biosynthesis were decreased [57]. Hence, the difference between the clinical biochemistry parameters and the hepatic gene expression changes observed in the present study might be caused by other factors, which include reabsorption of cholesterol in the small intestine or other roles that the small intestine may play in the aetiology of obesity [58]. Perhaps the lipid profiles of livers in addition to blood sera should be conducted in future studies in order to directly correlate these profiles with the hepatic gene expression changes observed.

To our knowledge, this is the first study in which microarray analysis has been carried out on major organs of mice supplemented with OPP. In identifying possible pharmacological, nutraceutical or toxicological responses, the biological representation of a set of genes is more interesting than the genes themselves. By using different microarray softwares for statistical and functional analyses, we identified genes, gene ontologies, pathways and networks that were significantly changed by OPP in different major organs of mice on a normal diet. The gene expression profiles obtained indicate several mechanisms as to how OPP exerts its beneficial effects *in vivo*. These findings implicate broader pleiotropic effects of OPP than previously expected. This study also serves as a model for the dissection of many other complex responses mediated by dietary phenolics and plant phytochemicals in general.

## Conclusions

Our study was designed to understand the global functional profiles of OPP in mice which were on a normal diet. This analysis shows some of the molecular mechanisms as to how OPP exerts biological activities *in vivo *during healthy states. It thus provides a background for further hypotheses to be tested in future experiments involving OPP specifically, and dietary phenolics in general. This study also sets the scene for identifying the molecular modes of action involved in conferring the positive biological effects of OPP during various diseased states.

## Methods

### OPP samples

The OPP samples used in this study were prepared according to the methods described in Sambanthamurthi *et al*. (2008) [19]. OPP contains numerous phenolic acids, with three isomers of caffeoylshikimic acid as major components [20,21]. Other phenolic acids present include protocatechuic acid and *p*-hydroxybenzoic acid. The detailed composition of OPP is as described earlier [21].

### Animals, diets and treatments

All male inbred BALB/c mice which were designated for this study (*n = 20*) were purchased from the Institute of Medical Research, Kuala Lumpur, Malaysia, at around five weeks of age just after weaning. All animal procedures were approved by the Animal Care and Use Committee of the University of Malaya, Kuala Lumpur, Malaysia. The animals were randomly assigned into cages (*n = 5 *per cage) and acclimatised for one week, during which a standard chow diet purchased from the University of Malaya and distilled water, were given. At the start of the experiment, the diet of the animals was changed to a custom-made normal diet (58.2% kcal/kcal carbohydrate, 27.2% kcal/kcal protein and 14.6% kcal/kcal fat, including cellulose, mineral mix, vitamin mix and DL-methionine).

The control group (*n = 10*) was supplemented with distilled water while the treatment group (*n = 10*) was supplemented with OPP, as drinking fluids *ad libitum*. The antioxidant content of the OPP given was 1500 ppm gallic acid equivalent. Food and fluids were changed daily. During the animal feeding process, body weights were monitored every week, while fluid intake was monitored every day, for six weeks. Food intake and faecal output were monitored for seven consecutive days between week two to week three.

After six weeks, the mice were sacrificed via euthanasia with diethyl ether followed by exsanguination. Blood samples were collected after an overnight food fast (with fluids still provided) via cardiac puncture, while three major organs including livers, spleens and hearts were excised, rinsed in 0.9% w/v sodium chloride solution and weighed. Half of the organs (*n = 5*) were preserved in 10% formalin diluted with phosphate buffered saline for histology analysis, while the other half (*n = 5*) were snap-frozen in liquid nitrogen and stored at -80°C until the total RNA extraction process for gene expression analysis.

### Haematology analysis on blood samples

About 200 μL from half of each blood sample collected (*n = 4*) was aliquoted into a blood collection tube containing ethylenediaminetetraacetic acid to prevent clotting. These whole blood samples were sent immediately after dissection of the animals to the Clinical Biochemistry and Haematology Laboratory, Department of Veterinary Pathology and Microbiology, Faculty of Veterinary Medicine, University of Putra Malaysia, Serdang, Selangor, Malaysia, for haematology analysis. The analysis was carried out using the Animal Blood Counter Vet Haematology Analyser (Horiba ABX, France).

### Clinical biochemistry analysis on blood samples

In order to obtain sera, blood samples were allowed to clot at room temperature for two hours before being centrifuged at 1000 *xg *for five minutes, after which the supernatant layers were collected and stored at -20°C. The blood serum samples obtained were then sent for clinical biochemistry analysis using the Roche/Hitachi 902 Chemistry Analyser (Roche/Hitachi, Switzerland) in the Clinical Biochemistry and Haematology Laboratory, Department of Veterinary Pathology and Microbiology, Faculty of Veterinary Medicine, University of Putra Malaysia. Clinical biochemistry parameters which were examined include alanine aminotransferase, aspartate aminotransferase, glucose, serum total protein, albumin, globulin, ratio of albumin to globulin, total cholesterol, triglycerides, low-density lipoproteins and high-density lipoproteins. Of a total of ten serum samples per group obtained for clinical biochemistry analysis, two samples in the control group and three samples in the treatment group were excluded due to blood lysis.

### Histology analysis on organs

Histology analysis on dissected organs (*n = 5*) preserved in 10% buffered formalin was carried out in the Department of Pathology, Faculty of Medicine, University of Malaya, using standard routine procedures with haematoxylin and eosin staining.

### Total RNA extraction for gene expression analysis

All precautions in handling RNA were taken in this study. Total RNA isolation from mouse organs (*n = 5*) was carried out using the RNeasy Mini Kit (Qiagen, Inc., Valencia, CA) and QIAshredder homogenizers (Qiagen, Inc., Valencia, CA), preceded by grinding in liquid nitrogen using mortars and pestles. The total RNA samples obtained were subjected to NanoDrop 1000A Spectrophotometer (Thermo Fisher Scientific, Waltham, MA) measurement for yield and purity assessment. Integrity of the total RNA samples was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Agilent RNA 6000 Nano Chip Assay Kit (Agilent Technologies, Santa Clara, CA). Four total RNA samples with the highest RNA Integrity Numbers and 28S/18S rRNA ratios within each condition (either control or treatment) were then selected for microarray studies.

### Microarray hybridisation, washing and scanning

Amplification of total RNA samples which were of high yield, purity and integrity was carried out using the Illumina TotalPrep RNA Amplification Kit (Ambion, Inc., Austin, TX). The cRNA produced was then hybridised to the Illumina MouseRef-8 Version 1 Expression BeadChip (Illumina, Inc., San Diego, CA), using the Direct Hybridization Kit (Illumina, Inc., San Diego, CA). Microarray hybridisation, washing and scanning were carried out according to the manufacturer's instructions. The raw gene expression data obtained are available at Gene Expression Omnibus [59] (Accession number: GSE28824).

### Microarray data analysis

Quality control of the hybridisation, microarray data extraction and initial analysis were carried out using the Illumina BeadStudio software (Illumina, Inc., San Diego, CA). Outlier samples were removed via hierarchical clustering analysis provided by the Illumina BeadStudio software and also using the TIGR MeV software (Institute for Genomic Research, Rockville, MD) [60], via different distance metrics. A minimum of three biological replicates per condition (with outliers removed) was then considered for further analysis. For livers, four replicates in the control group and three replicates in the treatment group were analysed. For spleens and hearts respectively, four replicates in the control group and four replicates in the treatment group were analysed.

Gene expression values were normalised using the rank invariant method and genes which had Detection Levels of more than 0.99 in either the control or treatment samples were considered significantly detected. To filter the data for genes which changed significantly in terms of statistics, the Illumina Custom error model was used and genes were considered significantly changed at a |Differential Score| of more than 20, which was equivalent to a P Value of less than 0.01 [61].

The genes and their corresponding data were then exported into the Microsoft Excel software (Microsoft Corporation, Richmond, WA) for further analysis. To calculate fold changes, an arbitrary value of 10 was given to expression values which were less than 10. Fold changes were then calculated by dividing the mean values of Signal Y (treatment) with those of Signal × (control) if the genes were up-regulated and *vice versa *if the genes were down-regulated. Two-way (gene and sample) hierarchical clustering of the significant genes was then performed using the TIGR MeV software to ensure that the replicates of each condition were clustered to each other. The Euclidean distance metric and average linkage method were used to carry out the hierarchical clustering analysis.

Changes in biological pathways and gene ontologies were assessed via functional enrichment analysis, using the GenMAPP [24] and MAPPFinder [25] softwares (University of California at San Francisco, San Francisco, CA). The MAPPFinder software ranks GenMAPPs (pathways) and gene ontologies based on the hypergeometric distribution. Readers are referred to Doniger *et al*. (2003) [25] for further explanations of the terms used in the MAPPFinder software. GenMAPPs and gene ontologies which had Permuted P Values of less than 0.01, Numbers of Genes Changed of more than or equal to 2 and Z Scores of more than 2 were considered significant.

It should be noted that the MAPPFinder software clusters multiple probes for a distinct gene into a single gene grouping in order to calculate the number of distinct genes which meet the user-defined criteria, not the probes. In this study, up-regulated and down-regulated genes were analysed separately in the functional enrichment analysis but were viewed together in each GenMAPP. Boxes coloured yellow indicate genes which were up-regulated while those coloured blue indicate genes which were down-regulated. The fold changes are indicated next to the boxes. Individual boxes which have different shadings within them indicate the presence of multiple probes (splice transcripts) within a single gene.

Changes in regulatory networks were also analysed through the use of the Ingenuity Pathways Analysis software (Ingenuity^® ^Systems, Redwood City, CA) [26]. For each organ, a dataset containing differentially expressed genes and their corresponding fold changes was uploaded into the application. Analyses of up-regulated and down-regulated genes were carried out separately. Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base. These genes were overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks of these focus genes were then algorithmically generated based on their connectivity.

A network is a graphical representation of the molecular relationships between genes or gene products. Genes or gene products were represented as nodes, and the biological relationship between two nodes was represented as an edge (line). The intensity of the node colour indicates the degree of up-regulation (red) or down-regulation (green). Nodes were displayed using various shapes that represented the functional class of the gene product. Edges were displayed with various labels that described the nature of the relationship between the nodes.

### Real-time qRT-PCR validation

Two-step real-time qRT-PCR studies were carried out on six target genes selected to represent the different organs used in the microarray experiments, using TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA). These genes were selected based on their presence in significant functions, their differential scores, their detection levels, their presence as single splice transcripts in microarrays and their availability as Taqman assays designed across splice junctions. The same aliquots of total RNA samples used in the microarray experiments were utilised for this analysis. Primer and probe sets for the selected genes were obtained from the Applied Biosystems Inventoried Assays-On-Demand (Applied Biosystems, Foster City, CA).

Briefly, reverse transcription to generate first-strand cDNA from total RNA was carried out using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Real-time PCR was then carried out on the first-strand cDNA generated using a 25 μL reaction volume in an Applied Biosystems 7000 Real-Time PCR System (Applied Biosystems, Foster City, CA), with the following conditions: 50°C, 2 minutes, 1 cycle; 95°C, 10 minutes, 1 cycle; 95°C, 15 seconds and 60°C, 1 minute, 40 cycles. For gene expression experiments, reactions for each biological replicate and non-template control (NTC) were carried out in duplicates. For amplification efficiency determination, reactions were carried out in triplicates.

Quality control of the replicates used, real-time qRT-PCR data extraction and initial analysis were carried out using the 7000 Sequence Detection System software (Applied Biosystems, Foster City, CA). A manual threshold of 0.6000 and an auto baseline were applied in order to obtain the threshold cycle (Ct) for each measurement taken. The threshold was chosen as it intersected the exponential phase of the amplification plots [62]. The criteria for quality control of the data obtained include ΔCt of less than 0.5 between technical replicates and ΔCt of more than 5.0 between samples and NTCs [63].

Relative quantification of the target genes of interest was carried out using the qBase 1.3.5 software (Center for Medical Genetics, Ghent University Hospital, Ghent, Belgium) [64], which takes into account the calculations of amplification efficiencies and multiple housekeeping genes. Expression levels of target genes were normalised to the geometric mean of three housekeeping genes, arginine/serine rich splicing factor 9 (*Sfrs9*), guanylate kinase 1 (*Guk1*) and heterogeneous nuclear ribonucleoprotein A/B (*Hnrpab*). These genes were chosen as they were shown to be stable across the previously obtained microarray data, and confirmed to be more stable than 18S ribosomal RNA (*18SrRNA*), via the usage of the geNorm 3.5 software (Center for Medical Genetics, Ghent University Hospital, Ghent, Belgium) [65].

### Statistical analysis

Statistical analysis was carried out by using the two-tailed unpaired Student's t-test available in the Microsoft Excel software (Microsoft Corporation, Redmond, WA) unless otherwise stated. Differences with P Values of less than 0.05 were considered statistically significant.

## List of abbreviations

ADP: adenosine diphosphate; ATP: adenosine triphosphate; CCAAT: cytidine-cytidine-adenosine-adenosine-thymidine; CoA: coenzyme A; cDNA: complementary deoxyribonucleic acid; cRNA: complementary ribonucleic acid; Ct: threshold cycle; DNA: deoxyribonucleic acid; FADH_2_: flavin adenine dinucleotide (fully reduced or hydroquinone form); Fe: iron; GDP: guanosine diphosphate; GenMAPP: Gene Map Annotator and Pathway Profiler; GTP: guanosine triphosphate; HMG: 3-hydroxy-3-methyl-glutaryl; ID: identifier; MAPP: Map Annotator and Pathway Profiler; MAPPFinder: Map Annotator and Pathway Profiler Finder; MeV: MultiExperiment Viewer; mRNA: messenger ribonucleic acid; NAD(P): nicotinamide adenine dinucleotide phosphate; NADH: nicotinamide adenine dinucleotide (reduced form); NDH: Normal Diet - Hearts; NDL: Normal Diet - Livers; NTC: non-template control; O: oxygen; OPP: oil palm phenolics; *p: para; *P: phosphate; PP: pyrophosphate; qRT-PCR: quantitative reverse transcription-polymerase chain reaction; RNA: ribonucleic acid; ROS: reactive oxygen species; rRNA: ribosomal ribonucleic acid; S: sulphur; s.e.m.: standard error of the mean; TCA: tricarboxylic acid; TIGR MeV: The Institute for Genomic Research; UDP: uridine diphosphate

## Authors' contributions

SSL carried out the animal feeding, collected the samples, carried out the histology, microarray and real-time qRT-PCR experiments, performed the data analysis, interpreted the data and drafted the manuscript. SDS helped in the interpretation of the microarray data, in addition to supervising the study. KS designed the animal feeding. YAT was involved in the preparation of OPP. RS conceived the study and participated in its design and coordination, in addition to supervising the study. All authors participated in helpful discussions and read as well as approved the final manuscript.

## Supplementary Material

Additional file 1 **List of genes significantly changed in the liver, spleen and heart by OPP**. The |Differential Score| for all genes is more than 20, equivalent to a P Value of less than 0.01. Click here for file

Additional file 2 **An example of the two-way hierarchical clustering analysis carried out on microarray data (using data from the liver as an example)**. In this figure, single colour gene expression values are represented using a blue-white-yellow (0 to positive) colour scheme. Grey boxes indicate negative values. Note that the replicates of each group (LA1, LA2, LA4, LA5 in the control group and LB1, LB2, LB4 in the treatment group) were clustered together within each group but separated from the other group, indicating that the gene expression values selected as significantly changed differentiated the two groups. Click here for file

Additional file 3 **List of GenMAPPs and gene ontologies significantly changed in the liver, spleen and heart by OPP**. All GenMAPPs and gene ontologies had Permuted P Values of less than 0.01, Numbers of Genes Changed of more than or equal to 2 and Z Scores of more than 2. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

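Gene expression was measured in the livers, spleens and hearts of male BALB/c mice given OPP at 1500 ppm gallic acid equivalent or distilled water for 6 weeks on a normal diet. The arrays were 23 Illumina MouseRef-8 Version 1 BeadChip arrays, from 4 control and 3 OPP livers, 4 control and 4 OPP spleens and 4 control and 4 OPP hearts, with 1 RNA sample per array. Samples were assigned to their group and organ from the labels given by the submitters.

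The authors scanned the arrays and exported the mean bead intensity of each probe with BeadStudio, version 1.5.1.3 in the submitters' processing notes, and the deposited non-normalised intensities still held the background. Beside each of these the authors' software gave a detection p-value, deposited as exported, from the rank of the probe among the negative controls. The deposited normalised intensities had been background subtracted and scaled by the authors with the rank invariant method, and in the values each array was a straight line of its non-normalised intensity. According to the paper, normalised values below 10 were set to 10, a gene counted as detected at a detection level above 0.99, and genes were called at a differential score beyond 20, which is an unadjusted p of 0.01, by the Illumina custom error model.

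The non-normalised intensities were analysed with R 4.3.3, limma 3.58.1 and MASS 7.3.60.0.1. Background was removed with limma's nec, using the detection p and an offset of 16, and the arrays of an organ were quantile normalised and put on the log2 scale. Probes with a detection p under 0.01 on at least 3 arrays of either group were tested. The groups were compared with limma (lmFit, and eBayes with a trended variance), with the Benjamini-Hochberg adjustment at 0.05 and, beside it, the unadjusted threshold of 0.01 used by the study. A two-sided exact permutation test was computed for single named genes. The steps were tested on simulated data of the same size.

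In all, 38 gene lists, covering metabolic pathways, complexes and markers of cell types, were written before the deposited values were examined. The paper and its additional files had been read by then, and several lists hold genes that the study picked on these samples. A list was tested in an organ where at least 4 of its genes were tested, at the brightest tested probe of each gene, with limma's camera at a preset correlation of 0.01 and the adjustment over the lists of the organ. Estimated correlations and limma's fry, which tests a list against no change and not against the other genes, were run beside it. Responses were compared between organs by an interaction term in a fit of all 23 arrays, taken as independent and with the same variance of a probe in every organ.

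The genes named in the text were fixed by a rule before the data were examined, though the values in Additional File 1 and the paper's text had been seen. The rule takes every gene the paper names for an organ, at the probe that Additional File 1 lists and at other probes whose sign or call differs, the 5 probes with the smallest p in each direction where none passes the adjustment, up to 4 members of each list that passes, and the 6 genes of the qRT-PCR with its 3 housekeeping genes. The genes of the interaction test were named after their values were seen.

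The alternatives were the authors' normalised values, rank invariant normalisation with a rank change of up to 0.05, scaling of the median, no background correction, no filter on dim probes, detection on every array of a group, a t-test, which the methods name apart from the error model used for the arrays, array weights, all organs in 1 fit, the replicate number as a block, and each array left out in turn. Gene lists were also tested with the mean of a gene's probes and without the genes whose brightest tested probe is in Additional File 1. Genes called only at a dimmer probe stayed in that test. The counts of listed genes that the study picked leave them out as well. A fit without control livers 3 and 4 was added after the data had been seen. The qRT-PCR, the blood biochemistry and the body weights were not analysed here. Some genes that the paper names are not reported here. The number of arrays limits the precision.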

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

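The tests of blood left in the spleen, of the lymphocyte share and of food taken before death were chosen after the results were seen. So were the splits over genes that the study did not call at the probes used, and the tests of the cholesterol genes without single liver arrays. The test of attached fat and the remaining splits of the samples were planned.

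Genes of platelets and megakaryocytes (median log2 change 0.905) and of neutrophils and their precursors (0.984) were higher in OPP spleens. Of the 35 splits of the spleens into groups of 4 only the real one (1 split) gave a platelet median as large (0.895 as the highest of the others). At the probes used, the study had picked 22 of the 31 genes on these arrays, which favours the real split. Over the 9 others 3 splits gave as much (0.434 for the real one, 0.465 for the highest of the others). These 9 were left over by the study's calls on the same arrays, which works against the real split. Genes called only at a dimmer probe can still be among them. Neither count can decide, so that chance cannot be excluded. A lower share of lymphocytes would raise the genes of every other cell type alike. Those of macrophages, erythroid cells and endothelium moved by 0.023, and the study had called 0 of them at the probes used. The platelet genes moved by 0.823 more (SE 0.320), a gap that the study's choice of platelet genes on these arrays widens. These values lean against a lower share, but the gap cannot settle it. Blood left in the spleen stays open, since the primary granule genes, made by precursors and little by circulating neutrophils, moved by 0.550 more than S100a8 and S100a9 (SE 0.369; 1.139 against 0.589), a difference smaller than 2 standard errors. A greater formation or holding of these cells in OPP spleens may apply as well and was not tested, and the cages differed with the groups.

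Targets of PPAR alpha (0.448) were higher in OPP hearts. Of the 35 splits only the real one (1 split) gave a median as large, with 0.324 as the highest of the others. The same held over the 9 targets that the study did not call at the probes used (1 split, 0.177 against 0.143). Targets called only at a dimmer probe can still be among these 9. This is the smallest share that 35 splits allow, and at the probes used the study had picked 8 of the 17 targets on these arrays. Neither count is thus sure to be free of the study's choice, and chance is not excluded. Attached fat is argued against as the cause, since with the adipocyte score as a covariate the median was 0.421, and the adipocyte score itself was lower with OPP (-0.841). Less food taken before death may be a candidate explanation and stays open. The score of 6 liver fasting genes moved by 0.154 with an SE of 0.550, the single genes going both ways (-0.641 for Cyp4a14 and 0.025 for Cyp4a10). The liver list of the glucocorticoid and fasting response had 12 of 14 lower and did not pass (median -0.26). The paper reports no significant effect of OPP on food intake, but measured it early in the feeding and not before death. It also reports a delayed weight gain with OPP. The samples were taken after an overnight fast, so that food taken on the last night cannot differ. An effect of OPP on these targets was not tested apart from that of the cage.

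Genes of cholesterol biosynthesis were lower in OPP livers, and chance cannot be excluded, since 2 of the 35 splits gave a median as large in size (0.717 for the real one, 0.721 for the highest of the others). Over the 7 genes that the study did not call at the probes used, 2 splits did so too (0.517 against 0.53). These 7 were left over by calls on the same arrays, which works against the real split, so that this count adds nothing. The control livers that stand apart are argued against as the cause, since without control replicates 3 and 4 the median was -0.645, and so is the OPP array of high background, since without OPP replicate 3 it was -0.611. An effect of OPP and an effect of the cage cannot be told apart by the design.

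For the counts of probes at an unadjusted p under 0.01, chance is argued against in the heart (1 split of 35 as large, 423 against a highest other of 205). That is the smallest share that 35 splits allow. The background of every OPP heart array (50.1 to 54.9) also lay below that of every control (57.3 to 61.7). The splits thus cannot tell a technical difference between these groups from an effect of OPP. Chance cannot be excluded in the liver (4 splits, 188 against 240) or the spleen (3 splits, 145 against 514). Without 1 array the count was 109, 104 and 68 in the liver (control replicates 1 and 4, OPP replicate 2), 302 and 71 in the spleen (control replicate 3, OPP replicate 2) and 225 and 259 in the heart (control replicate 4, OPP replicate 3). A split of the spleens that calls 514 probes points to a structure of the samples other than the groups. For the lists past the threshold chance cannot be excluded in the liver (6 splits, 11 against 14), the spleen (21 splits, 9 against 16; 4 lists without control replicate 4) or the heart (5 splits, 11 against 15). Probes past an adjusted p of 0.05 by limma numbered 0 in each organ, where 719, 593 and 1290 passed an unadjusted p of 0.05 (683, 524 and 1156 by a t-test). A count of 0 is met by every split (35 of 35), so that the splits decide nothing there, and the highest others were 2, 4 and 8.

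Values far from the others of their group were sought in 66 groups of 4, where chance alone marks about 1 in 20. There were 5, on 4 arrays. Heart control replicate 3 had a background of 61.7 intensity units. Heart control replicate 2 had 9785 detected probes and a proliferation score of 0.49. Heart control replicate 4 had a PPAR alpha score of -0.097. Spleen OPP replicate 2 had a mast cell and basophil score of 0.331.

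The interaction test gave a probe the same variance in every organ, and may understate the errors for the liver, where arrays varied most. By this test, effects that differed between organs were seen for 7 probes between liver and spleen and 4 between liver and heart. Of 100 splits 14 and 17 gave as many, with 98 and 99 as the highest others, so that chance cannot be excluded and a structure of the samples other than the groups is pointed to. Between spleen and heart the count was 0 by limma, with 199 at an unadjusted p under 0.05. At an unadjusted p under 0.01 it was 52, where chance gives about 72. Every split meets a count of 0 (100 of 100), so that the splits decide nothing there, and the highest other was 3. The counts rest on single arrays. For liver and spleen it was 260 without liver OPP replicate 1, 95 without liver control replicate 2, 18 and 14 without spleen control replicates 1 and 3, 4 without liver control replicate 1 or any single heart array, 3 without spleen OPP replicate 4, and 1 without liver OPP replicate 3, spleen control replicate 2 or 4, or spleen OPP replicate 1, 2 or 3. For liver and heart it was 147 without liver OPP replicate 1, 34 without liver control replicate 2, 13 and 8 without liver OPP replicates 3 and 2, 7 without spleen control replicate 3, 2 without liver control replicate 1 or 4 or heart OPP replicate 3, and 1 without spleen control replicate 2 or 4, spleen OPP replicate 1, 2 or 3 or any other heart array. For lists, the median over genes of the difference in log2 change passed the test with the preset correlation in 23 of 83 comparisons and in 0 with an estimated correlation. For liver minus spleen it was -0.677 for cholesterol biosynthesis, 0.241 for translation factors, 0.083 for the electron transport chain and -0.852 for platelets. For liver minus heart it was -0.565 for cholesterol biosynthesis, 0.103 for the electron transport chain, 0.089 for cytosolic ribosomal proteins and -0.618 for the glucocorticoid and fasting response. For spleen minus heart it was -0.1 for translation factors, 0.096 for cytosolic ribosomal proteins, -0.331 for the glucocorticoid and fasting response, -0.36 for PPAR alpha targets and 0.693 for platelets.

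Lists that the paper does not discuss for an organ passed camera with the preset correlation and not with an estimated one, with these median log2 changes. In the liver they were ER chaperones (0.409), PPAR alpha targets (0.075), exocrine pancreas (0.44), heat shock proteins (0.313) and immediate early genes (-0.528). In the spleen they were mast cells and basophils (0.664), fibroblasts and extracellular matrix (-0.243), glycolysis (0.129), translation factors (-0.111), exocrine pancreas (-0.368), the proteasome (-0.061) and the electron transport chain (-0.034), beside the neutrophils above. In the heart they were the glucocorticoid and fasting response (0.457), cardiomyocytes (0.088), macrophages (0.149), fatty acid synthesis (-0.343), fibroblasts and extracellular matrix (-0.167) and proliferation (-0.271), beside PPAR alpha targets. With 1 array left out, the calls of ER chaperones in the liver, of mast cells, neutrophils and extracellular matrix in the spleen, and of PPAR alpha targets, the glucocorticoid response and cardiomyocytes in the heart held with each array. The call was lost without liver control replicate 1 or OPP replicate 3 for PPAR alpha targets in the liver, control replicate 1 or 4 or OPP replicate 1 or 2 for its exocrine pancreas list, control replicate 1 or 3 or OPP replicate 3 for heat shock proteins and control replicate 4 or OPP replicate 1 for immediate early genes. In the spleen it was lost without control replicate 3 or 4 or OPP replicate 4 for translation factors and the proteasome, with OPP replicate 1 as well for electron transport, control replicate 1 or 4 or OPP replicate 2 for glycolysis, and control replicate 1 or 4 or OPP replicate 3 for the exocrine pancreas. In the heart it was lost without control replicate 2 for proliferation, control replicate 4 or OPP replicate 2 or 3 for macrophages, control replicate 1 or 4 or OPP replicate 1 or 3 for extracellular matrix, and control replicate 2 or 4 or OPP replicate 1, 3 or 4 for fatty acid synthesis.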

How the results depend on the processing

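The fit without control livers 3 and 4 together was chosen after seeing the data, and the other alternatives were planned. At an unadjusted p under 0.01 the count of liver probes (188), spleen probes (145) and heart probes (423) kept within 1.5 times under the authors' values, rank invariant normalisation, no background correction, detection on every array and a t-test. The falls and rises of cholesterol biosynthesis and beta oxidation in the liver, platelets, neutrophils and mast cells in the spleen, and PPAR alpha targets, ribosomal proteins and beta oxidation in the heart kept their direction under each alternative run and stayed past an adjusted p of 0.05 in camera with the preset correlation, except that beta oxidation in the heart did not without the genes of Additional File 1. Where a value below crossed the threshold or turned, the cause was not tested. Signal near the background limits the fold of dim probes, and the tests without a filter include them.

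With the authors' values, the lists past the threshold numbered 4 in the liver (from 11). For lists the adjusted p came to 0.0549 for xenobiotic metabolism in the liver, 0.1059 for electron transport chain in the liver, 0.0672 for complement in the liver and 0.1595 for electron transport chain in the heart. The correlation of the fold changes with Additional File 1 was 0.997 in the liver, 0.997 in the spleen and 0.999 in the heart. The probes whose response differed between organs numbered 1 for liver and spleen (from 7) and 1 for liver and heart (from 4). There the log2 change of these probes turned, to 0.006 for Ptp4a2 in the heart. With rank invariant normalisation, the lists past the threshold numbered 6 in the liver (from 11) and 7 in the heart (from 11). The lists had an adjusted p of 0.0754 for xenobiotic metabolism in the liver, 0.1042 for electron transport chain in the liver, 0.0754 for complement in the liver and 0.1203 for electron transport chain in the heart. The correlation of the fold changes with Additional File 1 was 0.997 in the liver, 0.997 in the spleen and 0.999 in the heart. The probes whose response differed between organs numbered 1 for liver and spleen (from 7). There the log2 change of these probes turned, to 0.002 for Ptp4a2 in the heart. With median scaling, the probes past an adjusted p of 0.05 numbered 15 in the spleen and 554 in the heart (from 0). Those past an unadjusted p of 0.01 numbered 25 in the liver (from 188) and 1061 in the heart (from 423). The adjusted p was 0.0837 for electron transport chain in the liver, 0.0544 for antioxidant genes in the heart and 0.0304 for TCA cycle in the heart. The correlation of the fold changes with Additional File 1 was 0.995 in the liver and 0.990 in the heart. The probes whose response differed between organs numbered 1 for liver and spleen (from 7) and 0 for liver and heart (from 4). There the log2 change of these probes turned, to -0.036 for Ugt1a6b in the liver, -0.031 for Eef1d in the liver, -0.018 for Eif5a in the liver, -0.112 for Suclg1 in the heart, -0.029 for Dld in the heart, -0.027 for Ndufs4 in the heart, -0.104 for Atp5j in the heart, -0.099 for Ptp4a2 in the heart, -0.071 for Ptp4a2 in the heart, -0.054 for Srsf9 in the heart and -0.011 for Myl3 in the heart. Without background correction, the correlation of the fold changes with Additional File 1 was 0.942 in the liver, 0.961 in the spleen and 0.965 in the heart. The probes whose response differed between organs numbered 15 for liver and heart (from 4).

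With no filter on dim probes, the probes past an adjusted p of 0.05 numbered 1 in the heart (from 0). Those past an unadjusted p of 0.01 numbered 281 in the spleen (from 145). For lists the adjusted p came to 0.0541 for electron transport chain in the liver and 0.0496 for TCA cycle in the liver. With detection required on every array of a group, the probes past an adjusted p of 0.05 numbered 1 in the heart (from 0). The probes whose response differed between organs numbered 4 for liver and spleen (from 7). With array weights, the probes past an unadjusted p of 0.01 numbered 318 in the liver (from 188) and 268 in the spleen (from 145). The lists had an adjusted p of 0.4867 for xenobiotic metabolism in the liver and 0.1904 for electron transport chain in the liver. The probes whose response differed between organs numbered 31 for liver and heart (from 4) and 5 for spleen and heart (from 0). There the log2 change of these probes turned, to 0.017 for Klf2 in the liver and 0.008 for Hnrnpab in the spleen. With all organs in 1 fit, the probes past an adjusted p of 0.05 numbered 426 in the liver, 24 in the spleen and 17 in the heart (from 0). Those past an unadjusted p of 0.01 numbered 742 in the liver (from 188) and 234 in the heart (from 423). The adjusted p was 0.1625 for electron transport chain in the heart.

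With an estimated correlation, the lists past the threshold numbered 0 in the liver (from 11), 0 in the spleen (from 9) and 0 in the heart (from 11). For lists the adjusted p came to 0.4317 for cholesterol biosynthesis in the liver, 0.4317 for fatty acid beta oxidation in the liver, 0.4317 for translation factors in the liver, 0.5749 for xenobiotic metabolism in the liver, 0.7090 for electron transport chain in the liver, 0.4317 for complement in the liver, 0.2693 for platelets and megakaryocytes in the spleen, 0.5828 for neutrophils and granulocyte precursors in the spleen, 0.0850 for mast cells and basophils in the spleen, 0.1692 for PPAR alpha targets in the heart, 0.2134 for glucocorticoid and fasting response in the heart, 0.8137 for cytosolic ribosomal proteins in the heart, 0.2134 for fatty acid beta oxidation in the heart, 0.7297 for antioxidant genes in the heart and 0.8137 for electron transport chain in the heart.

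By fry, which tests another hypothesis, a list against no change and not against the other genes, the lists past the threshold numbered 0 in the liver (from 11), 1 in the spleen (from 9) and 3 in the heart (from 11). The lists had an adjusted p of 0.1883 for cholesterol biosynthesis in the liver, 0.1883 for fatty acid beta oxidation in the liver, 0.2959 for translation factors in the liver, 0.6305 for xenobiotic metabolism in the liver, 0.6305 for electron transport chain in the liver, 0.4241 for complement in the liver, 0.1496 for platelets and megakaryocytes in the spleen, 0.4970 for neutrophils and granulocyte precursors in the spleen, 0.0627 for glucocorticoid and fasting response in the heart, 0.4185 for cytosolic ribosomal proteins in the heart, 0.2289 for antioxidant genes in the heart and 0.4185 for electron transport chain in the heart. Without the genes of Additional File 1, the lists past the threshold numbered 6 in the liver (from 11) and 3 in the heart (from 11). The adjusted p was 0.2368 for xenobiotic metabolism in the liver, 0.5034 for complement in the liver, 0.3466 for glucocorticoid and fasting response in the heart, 0.0586 for fatty acid beta oxidation in the heart, 0.1759 for antioxidant genes in the heart and 0.3466 for electron transport chain in the heart. With the mean of each gene's probes, for lists the adjusted p came to 0.0212 for TCA cycle in the heart.

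Without control livers 3 and 4 together, the lists had an adjusted p of 0.5179 for xenobiotic metabolism in the liver and 0.5539 for electron transport chain in the liver. There the log2 change of these probes turned, to -0.014 for Eif5a in the liver, 0.033 for Cxcl12 in the liver, -0.047 for Srsf9 in the liver, 0.010 for Guk1 in the liver, -0.069 for Hnrnpab in the liver, -0.164 for Cela1 in the liver and 0.069 for Klf2 in the liver. The median of the liver electron transport list was -0.05 there, and that of xenobiotic metabolism -0.08. The liver count at an unadjusted p under 0.01 was 142.

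The replicate numbers in the labels were tested as pairs and then as a block. The correlation of the deviations of the samples that share a number was 0.070, 0.026 and 0.024 in the liver, 0.111, -0.287, 0.128 and 0.318 in the spleen and 0.012, 0.440, 0.020 and 0.455 in the heart. For spleen replicates 1 and 4 and heart replicates 2 and 4, the samples of that number were each other's best partner. The other samples did not all follow their number, so that a pairing by number was neither shown nor excluded. With the replicate number as a block, the probes past an unadjusted p of 0.01 numbered 105 in the liver (from 188). The adjusted p was 0.0598 for electron transport chain in the liver. There the log2 change of these probes turned, to -0.029 for Eif5a in the liver and -0.059 for Srsf9 in the liver. Probes past an adjusted p of 0.05 numbered 0 in each organ with this block by limma. The slide as a block was not run, since the files give no slide.

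With each array left out in turn, the lowest and highest values were 68 (without liver OPP 2) to 210 (without liver OPP 1) for liver probes past an unadjusted p of 0.01, 0.980 to 0.987 for the correlation of liver fold changes with Additional File 1, 0 (without spleen control 2) to 15 (without spleen control 1) for spleen probes past an adjusted p of 0.05 and 71 (without spleen OPP 2) to 302 (without spleen control 3) for spleen probes past an unadjusted p of 0.01. They were 4 (without spleen control 4) to 11 (without spleen control 1) for spleen gene lists past an adjusted p of 0.05, 0.982 to 0.991 for the correlation of spleen fold changes with Additional File 1, 0 (without heart control 1) to 1 (without heart control 2) for heart probes past an adjusted p of 0.05 and 225 (without heart control 4) to 486 (without heart OPP 1) for heart probes past an unadjusted p of 0.01. They were 0.985 to 0.990 for the correlation of heart fold changes with Additional File 1, 1 (without liver OPP 3) to 260 (without liver OPP 1) for probes whose response differed between liver and spleen and 1 (without spleen control 2) to 147 (without liver OPP 1) for probes whose response differed between liver and heart. The adjusted p of lists lay at 0.0012 (without liver control 2) to 0.4191 (without liver OPP 3) for xenobiotic metabolism in the liver, 1.86e-04 (without liver control 2) to 0.2394 (without liver control 3) for electron transport chain in the liver, 7.58e-04 (without liver control 4) to 0.0831 (without liver OPP 2) for complement in the liver, 0.0180 (without liver control 2) to 0.2921 (without liver control 3) for TCA cycle in the liver, 0.0012 (without heart OPP 4) to 0.0833 (without heart control 3) for electron transport chain in the heart and 0.0378 (without heart control 2) to 0.6195 (without heart control 4) for TCA cycle in the heart.

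The log2 change of these probes, none of which passed an unadjusted p of 0.01, turned with an array left out, and lay at -0.009 to 0.230 for C1rl in the liver, -0.002 to 0.278 for C4b in the liver, -0.274 to 0.049 for Cyp27a1 in the liver, -0.024 to 0.203 for Ugt1a6a in the liver, -0.044 to 0.126 for Ugt1a6b in the liver, -0.007 to 0.059 for Eef1d in the liver and -0.136 to 0.102 for Eif5a in the liver. It also lay at -0.059 to 0.201 for Srsf9 in the liver, -0.143 to 0.061 for Guk1 in the liver, -0.012 to 0.123 for Hnrnpab in the liver, -0.007 to 0.050 for Srsf9 in the spleen, -0.024 to 0.088 for Guk1 in the spleen, -0.089 to 0.028 for the probe Hnrnpab, spleen scl015384.1_1-S and -0.023 to 0.054 for Mdh1 in the heart. It also lay at -0.067 to 0.010 for Sdhb in the heart, -0.064 to 0.077 for Suclg1 in the heart, -0.036 to 0.096 for Atp5j in the heart, -0.016 to 0.073 for Ptp4a2 in the heart, -0.083 to 0.034 for Ptp4a2 in the heart and -0.017 to 0.138 for Ptp4a2 in the heart.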

Differences from the paper's values

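Values that the paper or Additional File 1 states were compared with those computed here, 38 in the liver, 16 in the spleen and 42 in the heart, and 0 differed. A fold counted as differing where its sign turned, or where it was off by more than the spread between replicates and by more than 1.5 times. A count differed where it was off by more than 1.5 times. Both sides come from the same arrays, on which the genes had been picked. The outcome was thus close to fixed and is no independent evidence. For a few statements on groups of genes the lists used here, which are not the paper's own gene sets, did not give the paper's call. The test differs too. The paper asked whether a group was over-represented among the genes it called, higher and lower ones apart. The list test asks for a shift of all tested members, so that its result does not contradict the paper's call.

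The paper states that genes of the heart TCA cycle were lower. Those it names were lower at the listed probes (Mdh1 at -0.52 and Sdhb at -0.53 on the log2 scale), but of the list 12 of 20 genes were lower, the median was -0.006 and the list did not pass (adjusted p = 0.262). It passed with median scaling (0.0304), with the mean of each gene's probes (0.0212) and without control replicate 2 (0.0378), over a range of 0.0212 to 0.8362 among the alternatives.

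The paper places translation factors among the functions higher in the heart. Of the list 12 of 25 genes were higher, with a median of -0.003 and an adjusted p of 0.903. The values of this list under other scalings are not reported here.

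The paper states that most of the genes higher in the spleen belonged to a blood coagulation network. Additional File 1 lists 100 higher rows for the spleen, and 22 genes of the platelet list used here are among its genes. The 12 genes of the network that the paper names as higher (Vwf, Selp, Cd9, Itga2b, Mmrn1, Gp1ba, Gp1bb, Gp5, Gp6, Gp9, F2rl2 and F2rl3) were higher here as well, from 0.66 for F2rl3 to 1.33 for Gp1bb on the log2 scale, each at an unadjusted p under 0.01 and none past an adjusted p of 0.05. The full membership of the network was not analysed here, so that this tally covers the list alone.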

Other observations

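The lists tested in this part were fixed before the deposited values were examined, though after the paper and its additional files were read. The weighing of single genes was chosen after the result was seen. In the hearts, genes of cardiomyocytes were higher as a list, with 14 of 18 higher (adjusted p = 0.0052 by camera). The adjusted p was 0.169 with an estimated correlation and 0.347 without the genes of Additional File 1, which had been picked on these arrays, and with median scaling the median of the list was -0.016. They included the troponin gene Tnnc1 at 0.21 (SE 0.04, n = 4 control and 4 OPP hearts), the myosin genes Myh6 at 0.25 (SE 0.06) and Myl3 at 0.14 (SE 0.05; -0.011 with median scaling), and Des, of the intermediate filaments, at 0.33 (SE 0.10). Of the genes of macrophages 8 of 11 were higher (adjusted p = 0.043, and 0.836 with an estimated correlation), with the iron exporter gene Slc40a1 at 0.54 (SE 0.13) and the receptor gene Mertk at 0.35 (SE 0.11), and the list (heart list: macrophages) did not pass without control replicate 4 (0.512), OPP replicate 2 (0.550) or OPP replicate 3 (0.0508). Among the fatty acid synthesis genes of the heart Fasn stood at -1.34 (SE 0.56), the desaturase gene Scd1 at -1.45 (SE 0.65) and the elongase gene Elovl6 at -1.06 (SE 0.38), none past the adjusted threshold.

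In the livers the chaperone gene Hsp90ab1 stood at 0.76 (SE 0.17, n = 4 control and 3 OPP livers) and the ER genes Hyou1 at 0.41 (SE 0.21) and Creld2 at 0.67 (SE 0.34). The pancreatic enzyme genes Cel (0.57, SE 0.21) and Cela2a (0.53, SE 0.27) stood higher there. In the spleen 10 of 11 exocrine pancreas genes were lower, among them Pla2g1b at -1.14 (SE 0.66), and the list (spleen list: exocrine pancreas) passed with the preset correlation (adjusted p = 0.0375) but not with an estimated one (adjusted p = 0.758), nor without control replicate 1 (0.421), control replicate 4 (0.258) or OPP replicate 3 (0.793).

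Genes that the study called were compared with another probe of the same gene where one was tested. In the liver 92 had one, of which 65 had the same sign and 10 an unadjusted p under 0.05, and the median log2 change in the direction of the call was 0.638 at the called probes and 0.099 at the others. In the spleen the numbers were 20, 16, 4, 0.391 and 0.108, and in the heart 112, 81, 14, 0.323 and 0.09. The other probe was the brighter one for 67, 12 and 59 genes. The called probes had been picked for their difference on these arrays, which raises their values in such a comparison.

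Across probes, which are not independent replicates, the correlation of the log2 changes was -0.107 between liver and spleen, 0.084 between liver and heart and 0.236 between spleen and heart. The study called 1, 10 and 14 probes in both organs of these pairs, each with the same sign in both, where 1.6, 7.8 and 5.1 would be called in both if the calls were independent. Whether the liver, spleen and heart of a pair came from the same mouse is not given in the labels.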
